# Cell Fusion Reprogramming Leads to a Specific Hepatic Expression Pattern during Mouse Bone Marrow Derived Hepatocyte Formation *In Vivo*

**DOI:** 10.1371/journal.pone.0033945

**Published:** 2012-03-23

**Authors:** Oscar Quintana-Bustamante, Esther Grueso, Ramon Garcia-Escudero, Elvira Arza, Alberto Alvarez-Barrientos, Isabel Fabregat, Maria Garcia-Bravo, Nestor W. Meza, Jose C. Segovia

## Abstract

The fusion of bone marrow (BM) hematopoietic cells with hepatocytes to generate BM derived hepatocytes (BMDH) is a natural process, which is enhanced in damaged tissues. However, the reprogramming needed to generate BMDH and the identity of the resultant cells is essentially unknown. In a mouse model of chronic liver damage, here we identify a modification in the chromatin structure of the hematopoietic nucleus during BMDH formation, accompanied by the loss of the key hematopoietic transcription factor PU.1/Sfpi1 (SFFV proviral integration 1) and gain of the key hepatic transcriptional regulator HNF-1A homeobox A (HNF-1A/Hnf1a). Through genome-wide expression analysis of laser captured BMDH, a differential gene expression pattern was detected and the chromatin changes observed were confirmed at the level of chromatin regulator genes. Similarly, Tranforming Growth Factor-β1 (TGF-β_1_) and neurotransmitter (e.g. Prostaglandin E Receptor 4 [Ptger4]) pathway genes were over-expressed. In summary, *in vivo* BMDH generation is a process in which the hematopoietic cell nucleus changes its identity and acquires hepatic features. These BMDHs have their own cell identity characterized by an expression pattern different from hematopoietic cells or hepatocytes. The role of these BMDHs in the liver requires further investigation.

## Introduction

For decades, the transformation of a given lineage of a cell into a completely different one has been suggested as the solution for numerous tissue specific diseases [1], [2], [3]. Using different approaches, this cell lineage switch has been widely explored [4]. Heterokaryon generation by *in vitro* cell fusion can modify the fate of differentiated cells [5]. Thus, it has been possible to reprogram different cell types to skeletal muscle cells by their *in vitro* fusion with muscle cells [6], [7]. The fusion of human B-lymphocytes with mouse embryonic stem cells can confer the human cells a multipotent state [8]. Through somatic cell nuclear transfer, it has also been possible to change the lineage of a cell to an embryonic stem cell identity with the capacity to act as a true embryonic stem cell and generate a complete organism [5], [9]. These two different cell reprogramming approaches indicate that all the elements and pathways required for the conversion of one cell type into another are present in cells. With this idea in mind, researchers have identified a subset of genes sufficient to transform a given cell type into a completely different type. This is the case of induced pluripotent stem cells (iPSC cells). Thus, the induced expression of 4 or fewer transcription factors can reprogram somatic cells to a more primitive state, equivalent to an embryonic stem cell [10], [11], [12]. Moreover, through the introduction of tissue specific transcription factors it has been possible to reprogram cells directly to other adult cell types [13], [14], [15].

Cell reprogramming involves modifying the program that gives rise to the initial specific lineage through gene silencing of the original transcription profile and acquisition and/or activation of new pathways from the acquired cell fate [5], [16]. This process occurs in a sequential manner during heterokaryon formation [6], [7], [8], [17], [18] and somatic cell nuclear transfer [19], [20], [21] or reprogramming by transcription factors [14], [22], [23], [24]. Indeed, physiologic cell reprogramming also occurs as a sequential process involving an intermediate undifferentiated state [23]. Chromatin remodeling genes play an important role in lineage transformation. Several epigenetic mechanisms have also been identified as contributing to cell lineage switching [25], [26], [27], [28], [29]. Changes in nuclear morphology have also been described [5]. However, it remains unclear whether epigenetic processes drive cell reprogramming or are just the result of cell transformation induced by lineage specific genes.

Cell fusion is a natural *in vivo* phenomenon that is highly regulated and required for development and homeostasis [30] but also occurs in disease processes such as virus-induced fusion [31] or tumorigenesis [32]. In some instances, cell fusion occurs between similarly differentiated cells to acquire completely new functions, such as the formation of osteoclasts from macrophages [33]. *In vivo* cell fusion has also been proposed as a cell reprogramming mechanism [4], [34] responsible, for example, for the generation of functional non-hematopoietic bone marrow derived cells, including muscle fibers, neurons or hepatocytes [35], [36], [37]. Reports of the generation of bone marrow-derived hepatocytes (BMDH) have mainly described the fusion of a myeloid hematopoietic cell lineage with hepatocytes [38], [39], [40]. The existence of BMDH has been widely reported in different species [41], [42] including humans [43], and their incidence may vary from rare to representing 20 to 40% of all hepatocytes [43], [44]. The appearance of BMDH is clearly dependent on the existence of hepatic damage [45]. Previously, we achieved an increase in BMDH frequency by treatment with granulocyte colony stimulating factor (G-CSF) in a mouse model of carbon tetrachloride-induced chronic liver damage [46]. However, despite extensive research, the processes of generation of BMDH and their possible roles remain unclear.

We here report that during the generation of BMDH, cell reprogramming occurs as a series of events in which changes in both the transcription of specific genes and nuclear structure are coordinated. In addition, we identified a BMDH-specific gene expression pattern reflecting observed chromatin organization changes and pointing to the BMDHs as a new cell identity.

## Results

### *In vivo* cell fusion induces nuclear heterochromatin remodeling

Heterokaryons are produced *in vivo* through cell fusion. It has been established that heterokaryon formation induces changes in the architecture of reprogrammed nucleus [7]. In this study, we investigated whether these chromatin changes take place during the formation of BMDH. To do this, a mouse model was used in which the hematopoietic system had been replaced with exogenous hematopoietic cells easily traceable. The female recipient mice were lethally irradiated and transplanted with whole Bone Marrow cells from male C57BL/6J-βactinEGFPxDBA/2 F1, which express the eGFP in around 80% of hepatocytes. Animals were subjected to chronic liver damage three months after bone marrow transplant for other three months followed by systemic treatment with G-CSF during three weeks, finally a month late the mice were sacrified. In prior work, we showed that this treatment significantly enhanced the appearance of BMDH [46]. BMDH were identified through their eGFP expression indicating a bone marrow origin, absence of the hematopoietic marker CD45, and hepatocyte morphology. The presence of different types of nuclei was observed in the BMDH which depended on cell size and DAPI staining pattern (Fig. 1A). Some BMDH had a single clear hepatocyte nucleus, which was large and had numerous nucleoli, but smaller nuclei could also exist that were brighter DAPI stained and resembled the nuclei of surrounding hematopoietic cells. Other BMDH showed nuclei that were of an intermediate size between a hematopoietic and hepatic nucleus; these were dimmer DAPI stained. Finally, we also identified BMDH whose nucleus or nuclei showed clear hepatocyte nucleus morphology.

**Figure 1:**
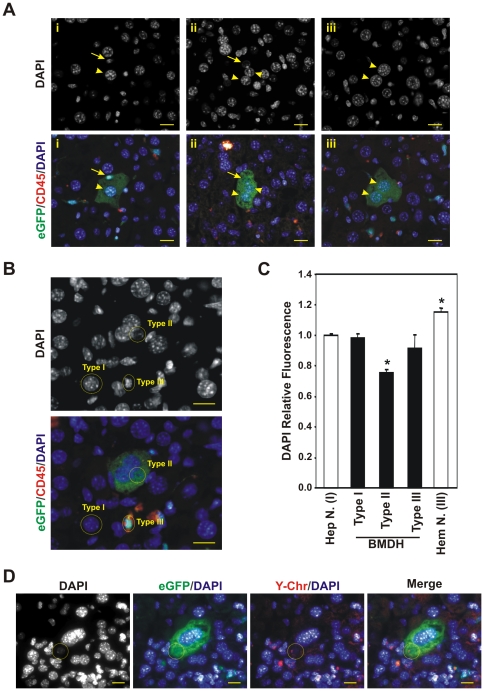
Nuclear chromatin structure modifications produced in the hematopoietic nucleus after *in vivo* cell fusion during BMDH formation. **A.** Presence of nuclei of different morphology in several BMDH as identified by immunofluorescence. Three examples (i, ii and iii) are shown. Arrowhead, BMDH nucleus with hepatocyte-like nuclear morphology; Arrow, BMDH nucleus with a different morphology to a hepatocyte nucleus. 20 µm scale bars are shown. **B.** Classification of the different BMDH nuclei according to their morphology and DAPI DNA-staining. Three different types of nuclei were defined; hepatocyte-like (Type I), hematopoietic-like (Type III) and non hepatocyte-non hematopoietic-like (Type II). 20 µm scale bars are shown. **C.** Histogram representing the quantification of DAPI relative fluorescence in the different BMDH (black bars), hepatocyte and hematopoietic cell nuclei (white bars). The data shown correspond to 57 nuclei of 35 BMDH examined in hepatic sections from several animals in two independent experiments ± SD. *p<0.05; **D.** Identifying the origin of BMDH nuclei by Y-FISH and immunofluorescence. Nuclei positive for the Y-chromosome arise from the exogenous BM. Yellow circle indicates one BM-derived nucleus. 20 µm scale bars are shown.

To further explore the meaning of the different nuclear morphologies observed, we classified according to their nuclear morphology and DAPI staining a total of 57 nuclei of the 35 BMDH examined in four different hepatic sections per animal from a total of eight mice in two independent experiments. We established DAPI staining profiles for hepatocyte and hematopoietic nuclei in non fused cells (Figure 1B). The different BMDH nuclei were then classified depending on their size and DAPI staining pattern as: i) Type I, large nucleus of hepatic nuclear morphology, spherical, with many nucleoli (intensely DAPI stained); ii) Type II, medium-size nucleus, spherical, evenly stained, not bright and with few nucleoli; iii) Type III, small nucleus of hematopoietic nuclear morphology, not spherical, brightly stained, with few nucleoli (Figure 1B). Additionally, the DAPI staining pattern of each type of nuclei was maintained along the nucleus (Figures S4, S5, S6, S7); hematopoietic, hepatocyte and BMDH nuclei showed a homogeneous DAPI staining pattern in the different sections as analysed by confocal microscopy along the Z axis. Among 35 BMDH examined containing 57 nuclei (see Tables 1, 2 and 3), 18 had only one nucleus, 15 were binucleated and 2 contained more than two nuclei. The Type I nuclei were the most represented (around 50% of all the BMDH nuclei), followed by Type II (around 30%) and finally Type III (around 20%). Among the BMDH with a single nucleus, all three types defined were represented. Of the 35 BMDH analyzed, 11 BMDH had a Type I nucleus, 10 had a Type II nucleus and only 1 BMDH had a Type III nucleus. Additionally, we identified BMDH in which both Type I and Type II (4 BMDH out of 35) or Type III (9 BMDHs out of 35) nuclei coexisted, but no single BMDH showed the simultaneous presence of Type II and III nuclei.

**Table 1:** PU.1 Relative fluorescence (RF) of the three BMDH nucleus types defined.

	Type I nucleus						Type II nucleus				Type III nucleus	
BMDH	Nucleus A		Nucleus B		Nucleus C		Nucleus D		Nucleus E		Nucleus F	
	DAPI	RF	DAPI	RF	DAPI	RF	DAPI	RF	DAPI	RF	DAPI	RF
1	1.181	0.296									0.558	0.57
2	0.861	0.097									0.789	0.21
3	1.276	0.09	1.113	0.122								
4	1.214	0.035										
5											0.758	0.143
6	0.975	0.005										
7	0.841	0.066										
8	0.667	0.37									1.605	0.057
9	0.991	0.12									0.865	0.44
10							0.781	0.038				
11	0.67	0.198										
12							0.771	0.025	0.869	0.086		
13	1.098	0.024									1.174	1

Each row indicates the relative fluorescence (RF) values for DAPI and PU.1 (RF) of all nuclei detected in each BMDH were named alphabetically and classified according to its morphology (as Type I, II or III).

**Table 2:** HNF-1A Relative fluorescence (RF) of the three BMDH nucleus types defined.

	Type I nucleus						Type II nucleus				Type III nucleus	
BMDH	Nucleus A		Nucleus B		Nucleus C		Nucleus D		Nucleus E		Nucleus F	
	DAPI	RF	DAPI	RF	DAPI	RF	DAPI	RF	DAPI	RF	DAPI	RF
14	0.981	0.77									0.861	0.403
15	0.922	0.846										
16							0.852	0.888				
17							0.796	0.95				
18							1.006	1.394				
19	1.033	0.402	1.105	1.139								
20	0.89	0.521										
21	0.951	1.914										
22	0.912	1.211										
23	1.388	1.541									1.125	0.782
24							0.76	1.723				
25							0.633	1.06				
26							0.633	1				
27	1.012	1.123									0.705	0.877
28	1.01	0.559					0.707	0.966				
29	0.935	1.431	0.92	2.255								
39							0.663	0.348				
31			0.972	0.257			0.887	1.029				
32	1.204	1.245					0.752	0.714	0.545	0.245		
33	0.75	0.557	0.826	0.771	0.815	0.814	0.62	1.071				
34	0.954	0.541									0.836	0.492
35							0.708	0.945				

Each row indicates the relative fluorescence (RF) values for DAPI and HNF-1A (RF) of all nuclei detected in each BMDH were named alphabetically and classified according to its morphology (as Type I, II or III).

**Table 3:** Relative fluorescence (RF) of the three BMDH nucleus types defined.

	DAPI RF	PU.1 RF	HNF-1A RF
Hepatocyte nuclei	1.000±0.010 (n = 105)	0 (n = 39)	1 (n = 66)
Hematopoietic nuclei	1.156±0.022 (n = 105)	1 (n = 39)	0 (n = 66)
Type I nucleus	0.982±0.031 (n = 29)	0.129±0.035 (n = 11)	0.994±0.127 (n = 18)
Type II nucleus	0.751±0.028 (n = 17)	0.050±0.019 (n = 3)	0.940±0.106 (n = 14)
Type III nucleus	0.916±0.086 (n = 11)	0.403±0.143 (n = 6)	0.638±0.113 (n = 5)

Each row indicates the average of relative fluorescence (RF) values for DAPI and transcription factors (PU.1 RF and HNF-1a RF) in the nuclei of control cells (hematopoietic cells and hepatocytes).

Since the accessibility of DAPI to DNA depends on the extent of chromatin condensation [47], [48], we assessed chromatin condensation using a semi-quantitative approach based on DAPI staining intensity. The fluorescence densities of BMDH nuclei (*FD_DAPI_*) were calculated in relation to an average fluorescence intensity of normal hepatocytes (

 *_DAPINHep_*) to give a relative fluorescence value for each BMDH nucleus (Figure S1 and Tables 1, 2 and 3) as the ratio RF *(RF = FD*_DAPI_ */* 

_DAPINHep_). These results are provided in Figure 1C. The RF of the hematopoietic cell nuclei was significantly higher than 1, indicating a greater extent of chromatin condensation than in the hepatocyte nuclei. In contrast, type I and type III BMDH nuclei showed a DAPI relative fluorescence close to 1. Most importantly, type II BMDH nuclei returned a RF value that was significantly lower than for the other types, indicating more chromatin condensation.

Additionally, we identified the origin of the different BMDH nuclei. Since besides expressing eGFP, cells derived from bone marrow contained the Y-chromosome (donor mice were male while recipients were female), we were able to identify the nuclei derived from the transplanted bone marrow by Y-FISH or Y-CISH (Figs. 1D, 2A, 2B and S2). Up to 24 nuclei were analyzed by Y-FISH. Half of them were endogenous and the other half were exogenous. All the endogenous nuclei have typical Type I morphology. However, the exogenous nuclei were of any morphology (2 Type I, 8 Type II and 2 Type III nuclei) (Figure S2B), indicating that nuclei from bone marrow cells could acquire the morphology of a hepatocyte nucleus.

**Figure 2:**
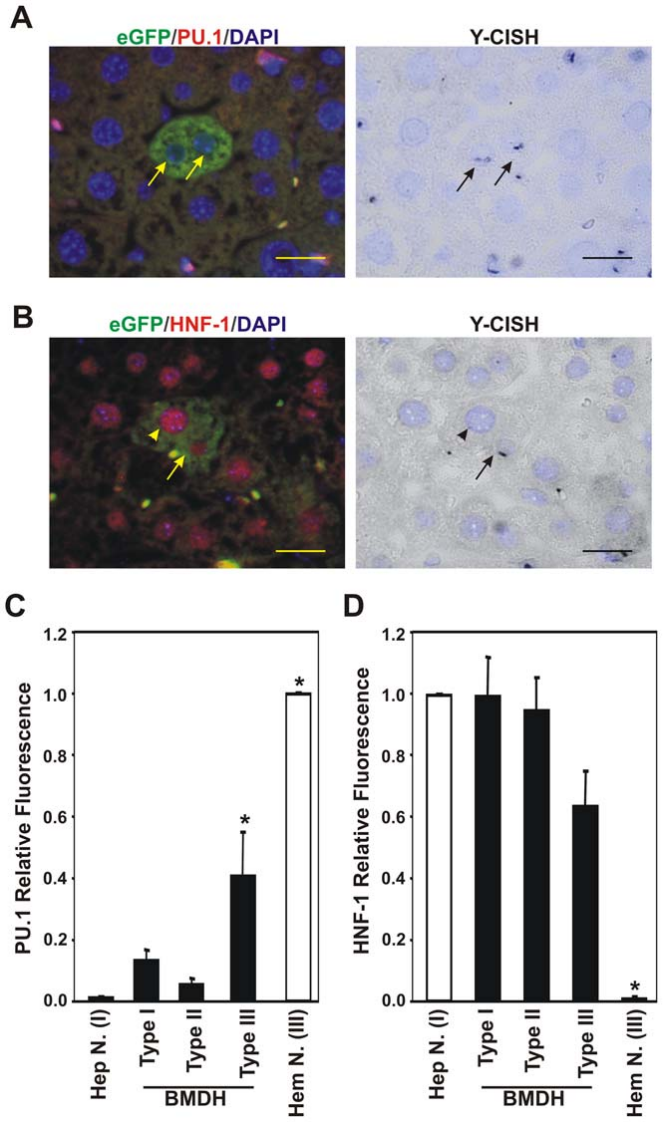
Gradual loss of master hematopoietic transcription factor PU.1 and gain of master hepatic transcription factor HNF-1A in BMDH nuclei. **A.** Absence of hematopoietic transcription factor PU.1 in two nuclei of a BMDH derived from BM cells (arrows) as identified by immunofluorescence and Y-CISH (black dots). 20 µm scale bars are shown. **B.** Presence of hepatic transcription factor HNF-1A in two nuclei of a BMDH derived from an endogenous hepatocyte (arrowhead) and a BM cell (arrow). 20 µm scale bars are shown. **C.** Quantification of PU.1 relative fluorescence in BMDH, hepatocyte and hematopoietic cell nuclei. Data shown correspond to 20 nuclei of 13 BMDH examined in hepatic sections from several animals in two independent experiments. Data expressed as means ± SD. *p<0.05. **D.** Quantification of HNF-1A relative fluorescence in BMDH, hepatocyte and hematopoietic cell nuclei. Data shown correspond to 37 nuclei of 22 BMDH examined in hepatic sections from several animals in two independent experiments. Data expressed as means ± SD. *p<0.05.

Collectively these data suggest that after *in vivo* cell fusion, the nuclei of the fused hematopoietic cells undergo transformation to acquire a similar structure and chromatin condensation to those of a hepatocyte nucleus.

### Fused hematopoietic nuclei switch to a hepatic fate

To determine whether the transformation of fused hematopoietic nuclei was affecting their gene expression, we analyzed the expression of the key lineage-specific transcription factors of hematopoietic and hepatic programs, PU.1 and HNF-1A, respectively, by immunofluorescence. In addition, through simultaneous Y-CISH we identified the origin of the different BMDH nuclei. Most BMDH nuclei lacked PU.1 expression independently of their cell origin, only 5% of the BMDH nuclei maintained a PU.1 expression level similar to hematopoietic nuclei (Tables 1, 2 and 3). In contrast, all nuclei of infiltrated hematopoietic cells were positive for PU.1 (Fig. 2A). In BMDH, only type III nuclei (hematopoietic nucleus morphology) remained positive for PU.1 expression (Figure S2A). 

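For Ptprc, which encodes CD45, the array carried 4 probes. The probe listed in Table S2 was not well above background on any BMDH or hematopoietic array and on 1 of 3 hepatocyte arrays, so it gives no measure of the difference between BMDH and hematopoietic cells. The brightest Ptprc probe had a mean log2 value of 3.74 ± 0.94 in BMDH (SD, n = 5, well above background on 4 arrays), 3.94 ± 0.59 in hematopoietic cells (n = 3, on 3 arrays) and 3.60 ± 2.54 in hepatocytes (n = 3, on 1 array). By limma the difference of BMDH from hematopoietic cells at this probe was -0.19 (SE 0.983, adjusted p = 1), between -1.01 and 0.19 in the 22 alternatives, with the same sign in 19 of them.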

The loss of expression of this master hematopoietic gene was associated with the global hematopoietic expression program in the BMDH nuclei of hematopoietic origin, as revealed by the loss of the pan-hematopoietic marker CD45 (Fig. 1 and array data).

We then went on to address the acquisition of the hepatic program by detecting the hepatic transcription factor HNF-1A, essential for a hepatocyte identity. HNF-1A was detected in all the BMDH nuclei (Fig. 2B and Figure S2B). When we analyzed the presence of the Y-chromosome in the different BMDH nuclei, it was found that no BMDH nucleus of hematopoietic origin was negative for HNF-1A. These observations indicate that induction of the key hepatic transcription factor HNF-1A occurs soon after *in vivo* cell fusion and could activate the expression of hepatic or BMDH specific genes regulated by HNF-1A in all BMDH nuclei.

To explore the level of PU.1 and HNF-1A transcription factor expression in the BMDH nuclei, we calculated and normalized the presence of both PU.1 and HNF-1A transcription factors by quantifying their fluorescence intensity. In this semi-quantitative study, we estimated the fluorescence intensities of the specific hematopoietic and hepatic nuclear factors, PU.1 (*FI_PU.1_*) and HNF-1A (*FI_HNF-1A_*) respectively in BMDH nuclei relative to the fluorescence intensity of normal hematopoietic cells and hepatocytes present in the same hepatic tissue section (Figure S1). Next we calculated the relative fluorescence of PU.1 and HNF-1A for the different BMDH nuclei (Fig. 2C and 2D, Tables 1, 2 and 3). The nuclei of hematopoietic cells showed greatest PU.1 expression and this expression was reduced when these cells fused with hepatocytes. Interestingly, in type III nuclei, which are morphologically indistinguishable from hematopoietic cell nuclei, PU.1 expression was significantly higher than in the remaining BMDH or hepatocyte nuclei (Fig. 2C). In contrast, the presence of HNF-1A was highest in hepatocyte or type I and type II BMDH nuclei, and was reduced in type III nuclei (Fig. 2D).

All these observations suggest that when hematopoietic cells and hepatocytes fuse, the hematopoietic nuclei lose their expression pattern specific of its lineage and acquire hepatic key regulators. This is accompanied by a change in nuclear morphology, ending with the reprogramming of the hematopoietic identity of the BMDH nucleus to a hepatic fate.

### Gene expression profiling of BMDH reveals an intermediate state between hematopoietic and hepatic gene expression programs

To further examine the reprogramming process observed in BMDH, we determined overall gene expression profiles in microdissected cells using Agilent Whole Mouse Genome Oligo Microarrays (see Materials and Methods and Figure S3). 

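The RNA of each sample came from cells cut out of liver sections by laser and was amplified before labeling, since a few captured cells give too little RNA for an array, and each sample was hybridized to one 1-color array. Of 11 arrays, 5 held BMDH (replicates 3, 4, 5, 6 and 7), 3 hepatocytes (replicates 1, 3 and 4) and 3 hematopoietic cells (replicates 1, 2 and 3). They were placed on 6 slides and scanned in 3 rounds. Slides 4 and 5 held all 3 cell types. The deposited data used here were the scanner's intensity of each of 43379 non-control spots, for 41174 probes, and the authors' table of log2 values after quantile normalization. Differences were estimated from the scanner's background-corrected intensities after quantile normalization, with limma in 1 model of the 3 groups, Benjamini-Hochberg adjustment over all probes and a threshold of 0.05. BMDH were compared with hepatocytes, with hematopoietic cells and with the mean of these 2 groups, and hematopoietic cells with hepatocytes. All differences are on the log2 scale.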

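Signal over background limited the precision. By the flag of the scanner software, 30.9% ± 5.01% of the probes were well above background in BMDH (SD, n = 5, range 27.6% to 39.6%, median 29.4%), 44.7% ± 10.5% in hepatocytes (n = 3, 33.2% to 53.7%, median 47.2%) and 38.5% ± 18.0% in hematopoietic cells (n = 3, 27.7% to 59.3%, median 28.6%). The share differed by -13.7 percentage points between BMDH and hepatocytes (exact permutation test, p = 0.0357, adjusted over 9 tests 0.161), and by -7.59 points (exact p = 0.232) when every probe with a signal significantly over background was counted. The difference between the 90th and 10th percentile of log2 intensity before normalization was 4.83 ± 0.36 in BMDH, 6.71 ± 0.86 in hepatocytes and 5.17 ± 1.24 in hematopoietic cells (BMDH against hepatocytes, exact p = 0.0179, the smallest that 5 against 3 arrays can give, adjusted 0.161). No spot was saturated on any array. Where a probe was not well above background on any array of a group, its level there is only an upper limit, and a fold is given as at least N-fold. Such a bound sets the mean of the brighter group against the mean, over the arrays of the dim group, of the higher of 2 values, the lowest signal among the probes well above background and the probe's own signal.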

Microarray experiments were conducted on hepatic, hematopoietic and BMDH cells obtained from laser microdissected specimens (see Materials and Methods). Microdissected BMDH cells were not selected based on the type of nuclei, because RNA purification and SuperAmplification methodologies are not compatible with the staining process used to distinguish the different nuclei. Therefore, the profiling analysis has been designed to extract common patterns of gene expression in BMDH cells. 

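With limma, 300 of 41170 probes differed between BMDH and the mean of hepatocytes and hematopoietic cells at an adjusted p under 0.05, 42 higher and 258 lower in BMDH, and 4232 probes had an unadjusted p under 0.05. Against hepatocytes alone, 2727 probes differed, 1411 higher and 1316 lower. Against hematopoietic cells alone, limma called 0 of 41174 probes, and 1157 had an unadjusted p under 0.05. Between hematopoietic cells and hepatocytes, 2178 probes differed, 1152 higher and 1026 lower in hematopoietic cells. All 300 probes were also among those called against hepatocytes, and in 199 of them the differences from the 2 other cell types had one sign. In 19 of the 300, 11 higher and 8 lower, the 5 BMDH arrays lay beyond all 6 others. Among the 40821 probes with a value on every array 0.314% did so, where chance gives 0.433%. Of the 300 probes, 49 were well above background on all BMDH arrays and 189 on none. With the slide as a block limma called 0 probes (3662 with an unadjusted p under 0.05), and without hepatocyte replicate 4 it called 1336, the lowest and the highest count among the alternatives.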

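Template matching as in the methods, run over these 11 arrays alone with 1 for BMDH and 0 for the others, gave 19 probes at p under 0.001 and an absolute R over 0.65, 14 overexpressed and 5 underexpressed, and 0 after Benjamini-Hochberg adjustment. The macrophage, B cell and liver arrays that the study added to its template were not used here. With hepatocytes as the only other group the same thresholds gave 887 probes, and with hematopoietic cells as the only other group 57.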

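Among the probes called against both groups whose BMDH values lay beyond all others, the largest rises by limma were in Oxtr, Vav1, Psd4, Spata6 and Sema6c and the largest falls in Srrm2, Solh, Elovl5, a transcript without a gene symbol (ENSMUST00000088251) and Riok3. Psd4 was higher by 2.55 (SE 0.454, adjusted p = 0.0419, between 0.0151 and 0.539 in 21 alternatives and past the threshold in 6) and at least 6.51-fold higher than in hepatocytes, at a probe well above background on 4 of 5 BMDH arrays (the fifth counted at its own value) and on 0 of 3 hepatocyte arrays. Srrm2 differed by -3.55 (SE 0.355, adjusted p = 0.00179, past the threshold in 18 of 22 alternatives) and was not well above background on any BMDH array, with hepatocytes at least 9.88-fold higher. The called Elovl5 probe was at background in both BMDH and hematopoietic cells, and hepatocytes were at least 18.1-fold higher than BMDH there. A second Elovl5 probe, well above background on 7 arrays, differed by 0.27 from both groups together and by 2.22 from hematopoietic cells. Spata6 was not well above background on any hepatocyte array and at least 4.57-fold higher in BMDH, where it was so on 4 of 5 arrays with the fifth counted in the same way, and Solh and Riok3 were not so on any BMDH array, with hepatocytes at least 5.98-fold and 1.95-fold higher. The log2 differences of Sema6c and ENSMUST00000088251 were 2.12 and -2.81 (adjusted p from 0.0188 to 0.0443 for these 5 probes).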

Our findings identified 775 Agilent probes (corresponding to 561 genes) that were deregulated in BMDH with respect to microdissected hepatocytes and hematopoietic cells (Fig. 3A) (p-val<0.001) (see Materials and Methods). 

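Gene families were compared as sets with camera, limma's test of whether the genes of a set rank higher or lower than the other genes, with an inter-gene correlation of 0.01, 1 probe for each of 28488 genes, and adjustment over 18 lists. Against both other groups together, the 73 of 80 genes for cytosolic ribosomal proteins with a value on every array were lower in BMDH, with a median difference of -0.66 (adjusted p = 9.47e-06). The 161 of 163 genes of the mitochondrial ribosome and respiratory chain had a median of -0.33 (adjusted p = 0.0018). The 104 splicing and RNA processing genes (median -0.08, adjusted p = 0.113, past the threshold in 5 of 25 alternatives) and the 39 proteasome subunit genes (median -0.01, adjusted p = 0.762) did not pass the threshold. Probe by probe, limma called 2 of 80 ribosomal, 2 of 163 mitochondrial, 1 of 104 RNA processing and 0 of 39 proteasome genes over all probes, and 12 proteasome genes had an unadjusted p under 0.05. In the ribosomal set the test by fry gave an adjusted p of 0.0056 and camera with an estimated correlation 0.00727, within a range of 4.21e-11 to 0.0277 over 25 alternatives. The mitochondrial set passed with fry (0.0462) and not with an estimated correlation (0.0508), with a range of 1.08e-07 to 0.484 and 22 of 25 alternatives past the threshold.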

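Scaling to the 75th percentile in place of quantile normalization moved the median difference of all probes from 0.04 to 0.61 against both groups, from 0.12 to 1.18 against hepatocytes and from 0.03 to 0.20 against hematopoietic cells. Under it the ribosomal median was -0.56 and the mitochondrial median -0.25, while the medians of the RNA processing set (0.23) and the proteasome set (0.24) became positive although camera still ranked both below the other genes. BMDH replicate 4 lay apart in the mitochondrial set, with a mean of 0.43 relative to the mean of all arrays, against -0.49 to -0.27 in the other 4 BMDH. Against hepatocytes alone the medians were -1.51 for the ribosomal (adjusted p = 1.81e-07), -0.65 for the mitochondrial (1.87e-05) and -0.23 for the RNA processing set (0.0259), and the proteasome set had a median of 0.00 and a mean of -0.35 (0.283). Against hematopoietic cells the adjusted p of these 4 sets lay between 0.401 and 0.957, with a median of 0.01 and a mean of -0.06 in the ribosomal set. Between hematopoietic cells and hepatocytes the mean over the ribosomal genes differed by -1.74 and that over the mitochondrial genes by -1.02 (exact p = 0.1 for each, the smallest that 3 against 3 arrays can give).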

Underexpressed genes in BMDH (n = 207) were those involved in chromosome organization, RNA processing, translation, ubiquitin-dependent catabolism, and mitochondrial biology (Fig. 3B). In contrast, functional annotation analyses of the overexpressed genes in BMDH (n = 356) indicated roles in neurotransmission (including ligands or receptors), TGFβ signaling, and metalloprotease functions (Fig. 3B). 

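As a set, the 22 genes with a role in synaptic functions that the paper names were higher in BMDH than in the 2 other groups together, with a median difference of 0.83 and a mean of 0.70 at each gene's brightest probe (camera, adjusted p = 0.000985, with a range of 3.1e-05 to 0.398 over the alternatives and 23 of 25 past the threshold). The 5 named TGFβ pathway genes had a median of 1.65 (camera, adjusted p = 0.000985, range 0.000177 to 0.398, 24 of 25 past the threshold). With fry the adjusted p was 0.00917 for the synaptic and 0.000479 for the TGFβ genes, and with an estimated correlation 0.0578 and 0.0324. The study chose these genes on the same arrays, so the tests are not independent evidence.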

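The paper names 8 chromatin genes as array results. At their listed probes the differences of BMDH from the 2 other groups together lay between -2.08 and 1.89. Limma called 0 of the 8 over all probes, with 4 at an unadjusted p under 0.05, and 4 when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. As a set, at each gene's brightest probe, the median was 0.11 (camera, adjusted p = 0.991). With the mean over each gene's probes the direction was the opposite, with a median of -0.51 (adjusted p = 0.0495), in a range of 0.0495 to 1.00 over the alternatives.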

The presence of genes associated with chromatin remodeling complexes was observed when both under and overexpressed genes where analyzed for enrichment (Fig. 3B), in line with the chromatin structural changes observed by DAPI staining (Fig. 1).

**Figure 3:**
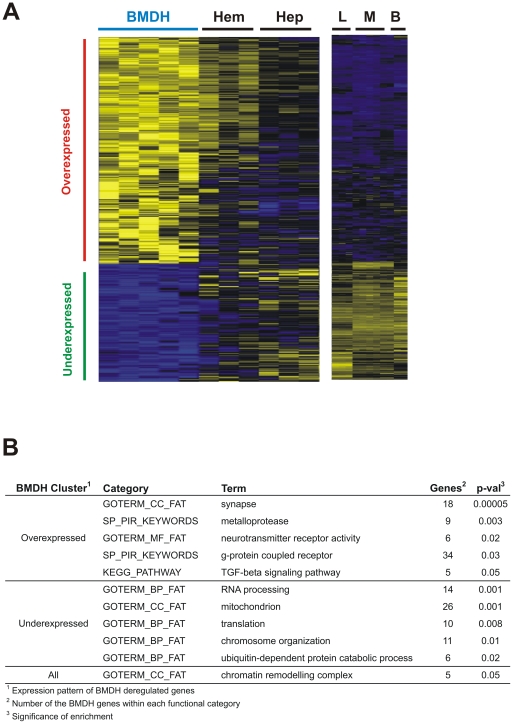
BMDH show a different gene expression profile to hematopoietic and hepatic cells. **A**. Heatmap of BMDH deregulated genes. Genes were selected based on Pearson's correlation on a template pattern of deregulated gene expression in BMDH cells, with respect to microdissected hepatocytes (Hep) and hematopoietic cells (Hem), and also to control mouse liver (L), macrophage (M) or B cells (B) (p-val<0.001) (see Materials and Methods). **B**. Functional annotation analysis of deregulated genes using the DAVID web tool (see Materials and Methods).

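Pearson's r between 2 arrays, taken across the probes of the array, was on average 0.773 ± 0.0228 among BMDH (SD over 10 pairs of arrays), 0.791 ± 0.0269 between BMDH and hematopoietic cells (15 pairs), 0.793 among hematopoietic cells (3 pairs), 0.614 ± 0.0393 between BMDH and hepatocytes (15 pairs) and 0.742 among hepatocytes (3 pairs). The mean between BMDH and hematopoietic cells was thus not below that among BMDH. Restricted to the 13178 probes well above background on every array of a group, the mean was 0.692 between BMDH and hematopoietic cells and 0.304 between BMDH and hepatocytes. The differences of BMDH from hepatocytes and those of hematopoietic cells from hepatocytes had an r of 0.893 across probes, where groups without any difference that share the hepatocyte arrays gave a mean of 0.56 (0.55 to 0.57 in 20 draws). Limma called 1779 probes in both of these comparisons, all in the same direction.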

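On the first principal component of the 11 arrays (32.1% of the variance) the 3 hepatocyte arrays lay between 142.5 and 272.8 and the 8 others between -99.2 and -38.2, with BMDH and hematopoietic cells overlapping. The second component (12.1%) separated scan rounds within each cell type. The arrays of round 2, BMDH replicates 3, 4 and 5, hepatocyte replicate 3 and hematopoietic replicate 2, lay between 61.6 and 93.6, and those of round 3, BMDH replicates 6 and 7, hepatocyte replicate 4 and hematopoietic replicate 3, between -156.6 and -66.9.

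**Figure D1:**
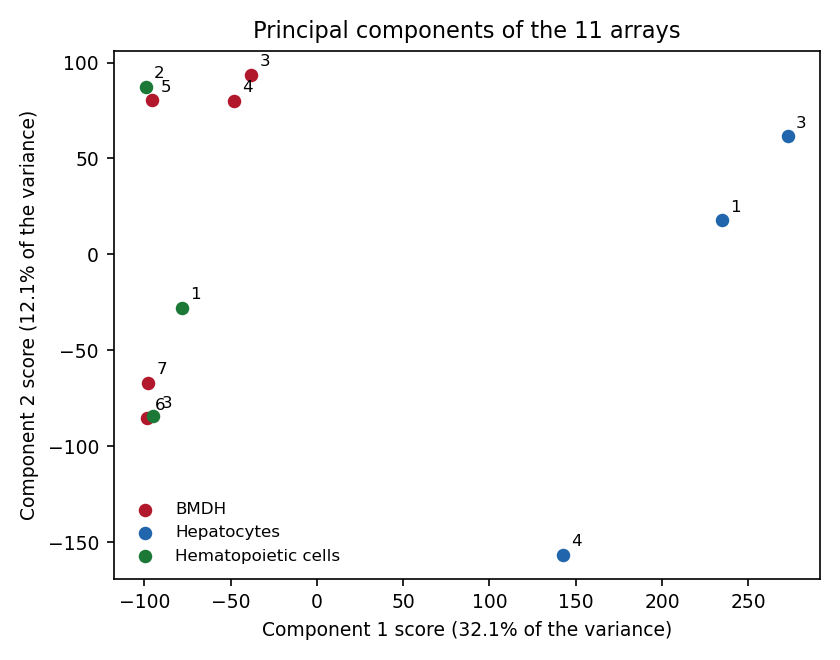
First 2 principal components of the normalized log2 values of the 11 arrays (40821 probes with a value on every array). Points are arrays numbered by replicate, colors are cell types.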

To identify the master regulators of the deregulated genes, we used the ChEA web tool (see Materials and Methods). ChEA contains a database of the results of published functional experiments on transcription factor binding in genomic DNA through chromatin immunoprecipitation. ChEA allows the identification through enrichment analysis of factors that act on a series of listed genes. Therefore, we decided to perform ChEA analysis using the lists of deregulated genes in BMDH, in order to extract potential transcription factors that would be regulating them, and therefore acting in the BMDH reprogramming process. Transcription factors participating in the regulation of embryonic development such as Myc, Pou5f1 (Oct4), Klf4, and Sox2, bind regulatory regions of overexpressed and underexpressed BMDH genes (Tables 4 and 5). Moreover, polycomb repressor complex (PRC) genes (Suz12, Eed, Rnf2 or Ring1b, and Ezh2) appeared to be modulating the transcription of overexpressed genes. Another transcription factor binding overexpressed BMDH genes is Jarid2 (Jumonji). This gene has been identified as essential for liver development and hepatocyte maturation [49].

**Table 4:** Transcription factor genes upregulated in BMDH.

Overexpressed		
TF-Expt ID^1^	Genes^2^	p-val^3^
EED-16625203	21	6.5E-05
EP300-20729851	49	8.2E-09
EZH2-18974828	40	1.4E-10
HNF4A-19822575	75	0.009
JARID2-20064375	34	4.8E-09
JARID2-20075857	37	2.4E-09
KLF4-18358816	29	0.002
KLF4-19030024	32	2.4E-05
MYC-18358816	42	0.05
MYC-19030024	49	0.02
MYC-19079543	22	0.02
MYC-19915707	50	6.9E-05
MYC-20876797	21	0.03
NANOG-16518401	48	0.007
NANOG-18347094	29	0.009
NANOG-18358816	21	0.008
NANOG-18692474	47	7.6E-04
NANOG-21062744	15	0.02
PAX3-FKHR-20663909	21	0.002
POU5F1-16518401	34	7.4E-06
POU5F1-18347094	30	0.02
POU5F1-18358816	13	0.03
POU5F1-18692474	73	3.7E-07
RCOR1-19997604	47	2.0E-06
REST-18959480	54	1.4E-06
RNF2-16625203	27	5.7E-05
RNF2-18974828	40	1.4E-10
SMAD1-18555785	15	9.4E-04
SOX2-18358816	14	0.02
SOX2-18555785	10	0.02
SOX2-18692474	53	1.4E-04
SOX2-19030024	20	3.0E-04
SOX2-21211035	60	3.0E-06
SUZ12-16625203	36	1.0E-08
SUZ12-18555785	31	5.5E-08
SUZ12-18692474	62	4.8E-17
SUZ12-18974828	58	1.6E-14
SUZ12-20075857	105	1.2E-19

ChEA software was used to identify transcription factors that could regulate the expression of BMDH genes with respect to microdissected cells (hematopoietic and hepatocytes) and mouse macrophages, B cells and liver tissue.

1 TF: transcription factor symbol; Expt ID: PubMed ID for the publication.

2 Number of the BMDH genes regulated by the TF.

3 Significance of the gene overlapping.

**Table 5:** Transcription factor genes downregulated in BMDH.

Underexpressed		
TF-Expt ID^1^	Genes^2^	p-val^3^
EP300-20729851	28	1.4E-04
EP300-21415370	13	0.01
HNF4A-19761587	26	1.7E-08
HNF4A-19822575	97	6.7E-20
KLF4-18358816	27	1.1E-05
KLF4-18555785	52	8.0E-15
KLF4-19030024	18	0.007
MYC-18358816	59	5.9E-13
MYC-18555785	29	8.7E-10
MYC-18940864	9	0.05
MYC-19030024	81	3.0E-23
MYC-19079543	28	2.0E-07
MYC-19915707	29	0.01
MYC-20876797	16	0.02
NANOG-16518401	34	0.008
NANOG-18347094	20	0.02
NANOG-18358816	17	0.002
NANOG-18555785	10	0.003
NANOG-18692474	50	3.4E-10
NANOG-21062744	12	0.007
POU5F1-18347094	35	1.7E-07
POU5F1-18358816	11	0.009
POU5F1-18555785	16	6.9E-07
POU5F1-18692474	66	1.7E-12
POU5F1-18700969	9	0.01
RCOR1-19997604	25	0.008
REST-18959480	29	0.008
REST-19997604	27	4.0E-04
SFPI1-20887958	44	1.1E-10
SMAD1-18555785	10	0.006
SMAD2-18955504	26	2.4E-04
SMAD3-18955504	26	2.4E-04
SMAD4-19686287	6	0.04
SOX2-18358816	10	0.03
SOX2-18555785	8	0.01
SOX2-18692474	55	2.2E-11
SOX2-19030024	17	4.1E-05
SOX2-20726797	30	7.7E-04
SOX2-21211035	43	8.8E-06

ChEA software was used to identify transcription factors that could regulate the expression of BMDH genes with respect to microdissected cells (hematopoietic and hepatocytes) and mouse macrophages, B cells and liver tissue.

1 TF: transcription factor symbol; Expt ID: PubMed ID for the publication.

2 Number of the BMDH genes regulated by the TF.

3 Significance of the gene overlapping.

In injured mouse liver, PU.1, which is expressed in most hematopoietic cells and whose expression is activated during myeloid and B-lymphoid cell development, showed reduced or no staining in BMDH cells (Fig. 2). Transcription factor enrichment analysis confirmed this pattern, since PU.1 targets were also down regulated in these cells (Table 5). We could not test whether HNF-1A was overexpressed in BMDH, as no ChIP experiment was included in the ChEA database. However, we did detect significant enrichment in genes regulated by HNF-4α (Table 4), which in turn regulates HNF-1A and may play a role in the differentiation of BM derived cells towards a hepatic fate.

Overall, ChEA enrichment indicated that BMDH are reprogrammed cells whose expression patterns are consistent with the gain of liver expression patterns at the expense of a loss in the typical expression profile of a hematopoietic lineage.

### BMDH acquire a specific gene expression fingerprint including deregulation of the TFGβ pathway and expression of neurotransmitters

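Taken against each parent cell type, the named TGFβ genes as a set were higher in BMDH by a median of 2.26 against hepatocytes (camera, adjusted p = 0.00626) and 1.06 against hematopoietic cells (adjusted p = 0.0428), and the named synaptic genes by 1.33 (mean 1.00, adjusted p = 0.00835) and 0.60 (mean 0.39, adjusted p = 0.0197). Over all probes limma called 5 of the 22 listed synaptic probes and 1 of the 5 TGFβ probes against hepatocytes, and 12 and 5 when adjusted over the list alone. Against hematopoietic cells it called 0 of 22 and 0 of 5 both ways, with 2 and 1 at an unadjusted p under 0.05. The mean of the TGFβ genes on each array, each gene relative to its mean over all arrays, was 0.90 ± 0.34 in BMDH (SD, n = 5), -0.12 ± 0.24 in hematopoietic cells (n = 3) and -1.38 ± 0.23 in hepatocytes (n = 3). All 5 BMDH lay above all 3 hematopoietic arrays (exact permutation p = 0.0179, adjusted over 54 tests 0.0877). For the synaptic genes the same means were 0.38 ± 0.19, -0.01 ± 0.41 and -0.62 ± 0.20 (BMDH against hematopoietic cells, exact p = 0.143). The study chose both lists on these same arrays, so none of these tests is independent evidence of a rise in BMDH.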

Interestingly, a considerable number of overexpressed genes observed in BMDH included those of the TGFβ pathway and neurotransmitters (Fig. 3B). This upregulated expression of Tgfβ_1_ and the neuroreceptor Ptger4 was confirmed by immunofluorescence labeling (Fig. 4). 

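On the arrays, Tgfb1 had a mean log2 value of 5.02 ± 0.96 in BMDH (SD, n = 5), 4.55 ± 0.64 in hematopoietic cells (n = 3) and 2.81 ± 0.53 in hepatocytes (n = 3), well above background on all 11. By limma it was higher in BMDH than in hepatocytes by 2.21 (SE 0.557, adjusted p = 0.0447, from 0.00893 to 0.336 over the alternatives and past the threshold in 7 of 22). The difference from hematopoietic cells was 0.47 (adjusted p = 1, between -1.24 and 1.32 in the alternatives). The Ptger4 probe of Table S1 was well above background on 1 of 11 arrays, BMDH replicate 3, where the scanner software marked the spot as an outlier and its value was left out. On the 4 other BMDH it was 0.87 ± 0.11, against 0.87 in hematopoietic cells and 0.91 in hepatocytes, which is background in all 3 groups. The other Ptger4 probe was also well above background on 1 of 11 arrays. Ptger4 therefore has no measured difference between the groups on these arrays.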

The presence of Tgfβ_1_ in BMDH (Fig. 4B) confirms the deregulation of TGFβ signaling during the reprogramming process. Ptger4 was also identified mainly in BMDH (Figure 4C), although a small proportion of other cells were also positive for this neuroreceptor (data not shown).

**Figure 4:**
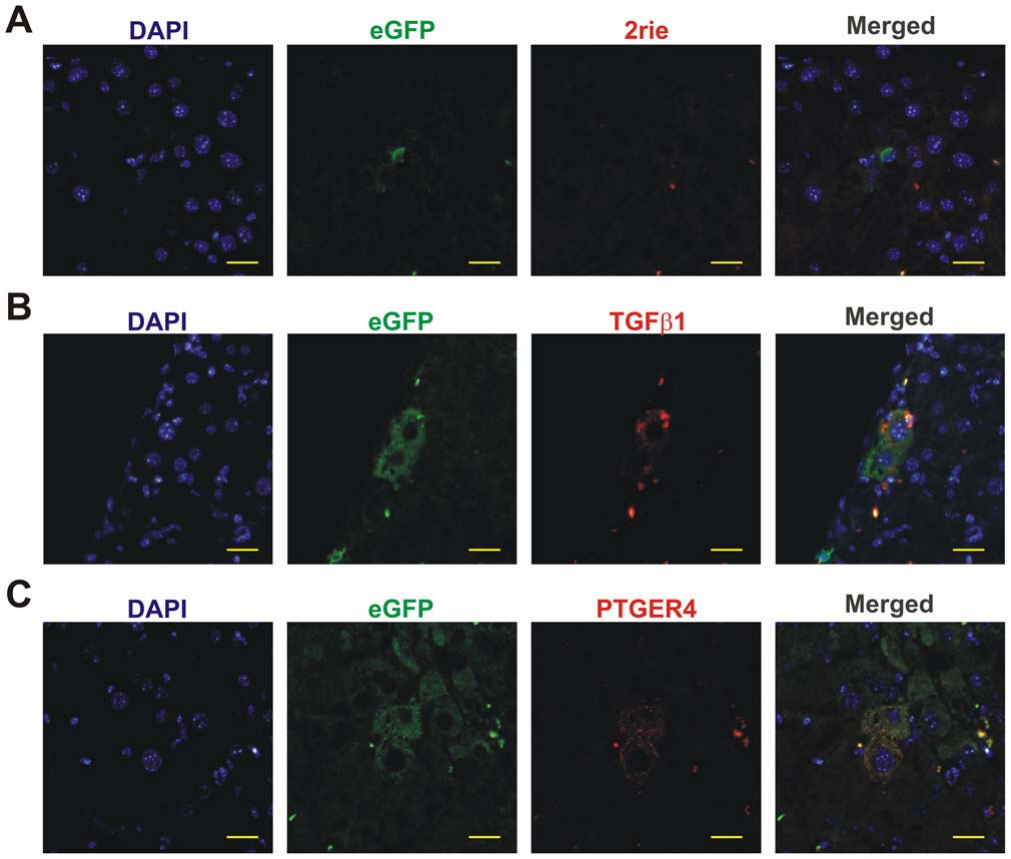
Tgfβ_1_ and Ptger4 are overexpressed in BMDH. **A.** Hepatic section sequentially stained, as described in Materials and Methods, for eGFP detection and with the secondary antibody donkey anti-rabbit-TexasRed. **B.** Tgfβ_1_ expression in BMDH. **C.** Ptger4 presence in BMDH. 20 µm scale bars are shown.

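The 5 TGFβ genes named here were higher in BMDH than in the 2 other groups together at their listed probes, and 0 passed the threshold over all probes with limma (5 at an unadjusted p under 0.05). Nog was 8.18 ± 1.05 in BMDH (SD, n = 5), 7.14 ± 0.49 in hematopoietic cells and 5.92 ± 0.95 in hepatocytes (n = 3 each), a difference of 1.65 (SE 0.522, adjusted p = 0.266). For Smad9 all 5 BMDH lay above all 6 other arrays (difference 2.68, SE 0.722, adjusted p = 0.185), while a second Smad9 probe differed by 0.10. Inhbb and Gdf5 differed by 1.99 and 1.80 (adjusted p = 0.248 and 0.329). A second Inhbb probe, well above background on all 11 arrays, differed by 0.58 from both groups together and by -0.88 from hematopoietic cells. Rps6kb1 was not well above background on any BMDH array at its listed probe, which is 1 of 6 for the gene, so that its difference of 1.24 is not a measured fold.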

Functional annotation analyses revealed that several genes of the TGFβ signaling pathway, including Rps6kb1 (p70S6K), Nog (noggin), Inhbb (Inhibin β-B), Gdf5, and Smad9, are deregulated in BMDH cells. Additionally, TGFβ1 was detected in BMDH by immunofluorescence (Fig. 4B). Also, ChEA revealed that targets of Smad1, 2, 3 and 4 are downregulated, and that targets of Smad 1 and Pax3-Fkhr (involved in Smad2/3 signaling) are overexpressed (Tables 4 and 5). These results suggest that TGFβ pathway is deregulated during the reprogramming process. If this deregulation is a cause or effect in the BMDH generation is unknown.

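At the probes of Tables S1 and S2, 18 of the 22 named synaptic genes were higher in BMDH than in the 2 other groups together and 4 were lower, between -2.24 and 2.15 with a median of 1.07. Limma called 0 of 22 over all probes, with 12 at an unadjusted p under 0.05, and 11 when adjusted over the list alone, which is not independent evidence. Of the 22 probes, 9 were well above background on all 5 BMDH arrays and 8 on none. Otof was the only one with all BMDH above all 6 other arrays. Its mean was 8.93 ± 0.48 in BMDH (SD, n = 5), 6.98 ± 1.27 in hematopoietic cells and 6.76 ± 0.57 in hepatocytes (n = 3 each). By limma the difference was 2.06 (SE 0.45, adjusted p = 0.0968, from 0.0451, without hepatocyte replicate 4, to 0.628 over the alternatives). A second Otof probe, well above background on 6 arrays, differed by 0.33 from both groups together and by -1.10 from hematopoietic cells. Myo7a was well above background on 0 of 5 BMDH and 2 of 3 hepatocyte arrays, and the mean of hepatocytes, with the third array at its own value, was at least 3.15-fold higher. Gabra6 and Gabrb1 were likewise not well above background on any BMDH array.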

Neurotransmitter genes found to be modulated in BMDH were those with a role in synaptic functions (Als2, Chrna5, Cplx2, Cplx4, Des, Dmxl2, Gabbr1, Gabra6, Gabrb1, Gabrg1, Glra2, Homer1, Itsn1, Myo7a, Otof, Phactr1, Rims1, Rps6kb1, Snph, Sv2b, Syn3, and Syt5) including neurotransmitters and neuroreceptors such as G-protein coupled receptors (GPCRs) (Table S1 and S2). Master regulators of neurogenesis are bound to the regulatory regions of both overexpressed and underexpressed genes, such as Rest or Rcor1 (Tables 4 and 5). Both these genes are transcriptional repressors that repress neuronal genes in non-neuronal tissues. As most synapse genes regulated by Rest or Rcor1 appeared overexpressed in BMDH, our data suggest that their repressor function was inhibited. 

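On these arrays Rest was well above background in all samples, at 6.01 ± 0.44 in BMDH (SD, n = 5), 6.40 ± 0.46 in hematopoietic cells and 5.39 ± 0.60 in hepatocytes (n = 3 each). By limma BMDH differed from the 2 other groups together by 0.12 (SE 0.307, adjusted p = 0.928, between -0.03 and 0.38 in the alternatives). For 2 further Rest probes, well above background on 4 arrays and on 1 array, the differences were -0.67 and -1.46. Rcor1, the gene of CoREST, was well above background on 2 of 5 BMDH, 2 of 3 hematopoietic and 1 of 3 hepatocyte arrays and differed by 0.06 (SE 0.663, adjusted p = 0.987).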

The functional consequences of a neuronal program in BMDH cells remain to be determined.

## Discussion

*In vivo* fusion has been described as the main mechanism giving rise to non-hematopoietic bone marrow derived cells [35], [36], [37]. This process is promoted when there is tissue damage and the appearance of BMDH has even been associated with the amelioration of hepatic dysfunction [41]. Cell fusion is also thought to be a natural process that leads to the generation of tissues such as muscle fibers, and of specialized cells such as osteoclasts or giant cells from macrophages [30]. The cell reprogramming that takes place after cell fusion has been extensively explored *in vitro* [6], [7], [8] and despite BMDH having been widely reported [35], [36], [37], [40], [41], [45], [46], little is known about how similar processes occur *in vivo*. Moreover, a role for BMDH in hepatic repair has not been clearly established. In this study, we propose that the fusion of a hematopoietic cell with a hepatocyte triggers the reprogramming of the hematopoietic cell nucleus until it resembles a hepatocyte nucleus, both in its morphology and functionality. However, through a detailed gene expression analysis of these BMDH, we observed a distinct self-identity of these liver cells, as the overexpression of several components of the TGFβ pathway and of neurotransmission proteins involved in intercellular signaling.

In order to study BMDH generation, we have relied on eGFP expression in hepatocytes for identification of BMDH. We assumed a possible underestimation of 20% in the frequency of occurrence of BMDH, due to variegation in the expression of the marker transgen, where around 80% of hepatocytes from the transgenic mice used as BM donors, express eGFP. However, BMDH generation mechanism is independent of the expression of eGFP, as in transgenic mice themselves the expression of this marker gene does not affect any cell type. In our model, we have analysed a snapshot of this process where we have been able to identify differences in BMDHs, which might mean different stages in the *in vivo* cell fusion reprogramming process.Once fused with a hepatocyte, the hematopoietic cell nucleus starts its transformation. As other authors have described previously *in vitro* [5], [7], we have observed a similar process might take place in our *in* vivo model. First, by differential DAPI staining, we noticed a change in nuclear structure. In BMDH, the non-hepatic nucleus is enlarged while it becomes more inaccessible to the DNA intercalating agent DAPI (Fig. 1). The gradual reduction in fluorescence emitted by DAPI defines the transition from an early stage of the so-called type III nucleus, hematopoietic-like in shape, to an intermediate type II nucleus. We have been demonstrated the bone marrow origin of all the Type III and Type II nuclei, and also of some of Type I using Y-FISH, indicating their hematopoietic origin. This transition is also characterized by a gradual increase in hepatic transcription factor HNF-1A and the sudden non-expression of the hematopoietic transcription factor PU.1 in the changing nucleus. This nuclear transformation ends when the non-hepatic nucleus becomes a hepatocyte-like nucleus (type I nucleus), which is morphologically indistinguishable from an endogenous hepatocyte nucleus and only expresses hepatic transcription factor HNF-1A. Similar changes in nuclear structure, nuclear enlargement and chromatin modification, have been described during the generation of heterokaryons *in vitro* [5], [7]. These changes have been related to a process of chromatin remodeling [7], [17], [18], [25] involving mechanisms such as demethylation of tissue-specific gene promoters [8], [18] or histone deacetylation [7], [17], among others. Here we were able to track chromatin remodeling through the detection of nuclear reshaping and modifications deduced from the microarray analyses.

Our array data reveal the important role of chromatin modification in *in vivo* BMDH generation. For example, NuSAP plays a crucial role in spindle microtubule organization; it is expressed during the transition from G2 to mitosis and localized in the nucleoli during interphase [50]. Thus, the observed overexpression of NuSAP in BMDH could contribute to the formation of a hepatocyte-like nucleus with numerous nucleoli. In contrast, BMDHs show reduced expression of the genes SATB2, BCOR and Ep400. 

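Nusap1 was higher in BMDH, at 5.97 ± 1.42 (SD, n = 5, well above background on all 5 arrays), than in hematopoietic cells (4.16 ± 0.85, on 2 of 3) and hepatocytes (4.00 ± 0.83, on 3 of 3). By limma the difference from both together was 1.89 (SE 0.656, adjusted p = 0.32), positive in all 22 alternatives and past the threshold in 0 of them, with adjusted p from 0.158 to 0.666. A second Nusap1 probe differed by 0.39.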

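Bcor at its listed probe was not well above background on any BMDH array, on 1 of 3 hematopoietic and on all 3 hepatocyte arrays, with hepatocytes at least 1.57-fold higher than BMDH (limma, BMDH against hepatocytes, adjusted p = 0.0452, from 0.0217 to 0.36 over the alternatives). A brighter Bcor probe, well above background on all 11 arrays, differed from both groups together by 0.51. Ep400 was well above background on 2 of 3 hepatocyte arrays and on no other array, and its difference from both groups together was -1.05 (adjusted p = 0.603), with no fold over background.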

SATB2 regulates the expression of several genes (e.g. Nanog [51]) and the chromatin structure of multigene clusters (e.g. Hox gene clusters [52]). Its reduction in BMDH could cause gene silencing during cell reprogramming. BCOR binds to BCL6 to exert a repressive role in B cells and polycomb family members of the BCOR-BCL6 complex are also capable of gene silencing [53]. Ep400 forms part of a large chromatin-remodeling complex and is essential for the expression of Hox genes in hematopoiesis and for cell cycle progression [54], [55]. On the other hand, according to our ChEA analyses, polycomb repressor complex (PRC) genes (Suz12, Eed, Rnf2 or Ring1b, and Ezh2) appear to modulate the transcription of overexpressed genes. Since PRC genes are protein repressors, targeted proteins may detach from the promoters during BMDH reprogramming, allowing the induction of target genes. The alteration of these genes and others involved in nuclear structure remodeling could play an important role in the cell reprogramming of BMDH.

Here we clearly show a change in the expression of key tissue-specific genes in the nuclei of the fused hematopoietic cells. PU.1 disappears from the type III nuclei to the transition type II nuclei, but HNF-1A appears at an early stage in the new BMDH nuclei (Fig. 2). 

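The transcript of PU.1, Sfpi1, was not well above background on any of the 5 BMDH arrays or the 3 hepatocyte arrays and was so on all 3 hematopoietic arrays (3.86 ± 0.58, SD, n = 3). In the group means hematopoietic cells were at least 1.30-fold higher than BMDH. This bound concerns the means alone, since single arrays overlapped. BMDH replicates 4 and 7 lay at 3.86 and 3.66, above hematopoietic replicate 1 at 3.25. By limma BMDH differed from hematopoietic cells by -0.67 (SE 0.40, adjusted p = 1), with the same sign in all 22 alternatives, between -1.02 and -0.12. The difference from hepatocytes, at a signal that is only an upper limit in both groups, was 2.02 (adjusted p = 0.0171, from 0.0103 to 0.448 over the alternatives).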

The reduction in levels of PU.1 indicates early silencing of the hematopoietic expression program of these nuclei (Tables S1 and S2). During the formation of heterokaryons between mouse muscle cells and human keratinocytes, cell reprogramming was recently described as a fast process [6]. This would explain why the type III nuclei present in a fused cell are HNF-1A positive, but have not yet fully silenced PU.1 (Fig. 2C and 2D).

It may be argued that the presence of HNF-1A in a type III nucleus is the outcome of activation of a hepatic program in this nucleus or may be due to migration of this transcription factor to the exogenous nucleus. Regardless of the source of HNF-1A, BMDH nuclei arising from hematopoietic cells became hepatic-like nuclei as demonstrated by the presence of the Y-chromosome (Fig. 2 and Figure S2). It has been broadly demonstrated that specific transcription factors can promote the generation of cells of a completely different fate [10], [12], [13], [14], [28], [34], [56], [57]. Thus, the hepatic transcription factors present in our heterokaryons could induce the reprogramming of the hematopoietic nucleus to a hepatic fate.

The cell reprogramming process may even be bidirectional [6]. In our model, the hematopoietic cell might reprogram the hepatocyte nucleus in the fused cells. We may assume that the balance here is shifted towards acquiring a hepatic phenotype for two main reasons: i) the direction of reprogramming by fusion *in vitro* depends on the ratio between the two cell types [6], and ii) extracellular signals in the liver are able to transdifferentiate hematopoietic cells to hepatocytes [58].

Using different techniques we found that the key hematopoietic transcription factor PU.1 was silenced in BMDH. Our ChEA analysis also revealed that some PU.1 gene targets are also deregulated in BMDH. Some of these PU.1 targets are involved in chromatin remodeling (Aebp2, Chd9, Rbbp7, or Tnks2), suggesting that PU.1 regulates reprogramming processes in BMDH cells. 

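At their Table S2 probes, Aebp2 was not well above background on any of the 11 arrays, Chd9 was so on 1 hepatocyte array and Rbbp7 on 2 hepatocyte arrays, and none of the 3 was so in BMDH or hematopoietic cells. Their limma differences from both groups together (0.01, -0.55 and -1.16, adjusted p = 0.995, 0.6 and 0.649) therefore say nothing about a change between BMDH and hematopoietic cells. A brighter Chd9 probe, well above background on all 11 arrays, differed by 0.05. Tnks2 was measured in all 3 groups, at 3.93 ± 0.67 in BMDH (SD, n = 5, well above background on 3 arrays), 6.36 ± 1.52 in hematopoietic cells and 5.66 ± 0.77 in hepatocytes (n = 3 each, on all arrays). All BMDH lay below all 6 other arrays, with a difference of -2.08 from both groups together (SE 0.555, adjusted p = 0.18) and of -2.43 from hematopoietic cells (SE 0.669, adjusted p = 1).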

The lack of PU.1 expression could facilitate cell reprogramming via chromatin remodeling changes due to the down regulation of specific chromatin remodeling genes. In addition, the key hepatic transcription factors HNF-1A and HNF-4α were identified here in BMDH by immunofluorescence and microarrays analysis, respectively. 

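At the brightest of its probes, Hnf4a was well above background on 1 of 5 BMDH arrays, 2 of 3 hematopoietic arrays and 3 of 3 hepatocyte arrays, with means of 3.77 ± 1.31, 4.88 ± 3.22 and 6.92 ± 1.66 (SD). By limma BMDH differed from hepatocytes by -3.14 (SE 1.36, adjusted p = 0.219) and from hematopoietic cells by -1.11 (SE 1.36, adjusted p = 1). Another Hnf4a probe was well above background on the 3 hepatocyte arrays alone and differed by -3.85 from the 2 groups together (adjusted p = 0.000866). The paper's array evidence is an enrichment of HNF-4α target genes, which was not repeated here and which these transcript values do not test.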

Ectopic HNF-4α expression seems to be needed to direct *in vitro* hepatic differentiation from BM cells [57]. Whether HNF-1A is positively activated by HNF-4α in BMDH remains to be determined, but we suggest that a liver specific expression program associated with HNF factors comes into play.

In *Caenorhabditis elegans*, direct *in vivo* reprogramming generates undifferentiated intermediate states that precede redifferentiation into the new cell type [23]. Our array data indicate that the transcription pathways regulated by the pluripotent transcription factors Oct-4, Klf-4, Sox2, and also c-Myc, are clearly modulated in BMDH, suggesting the existence of an intermediate and undifferentiated state (i.e. type II nuclei).

According to our array data, the final conversion of BMDH into a hepatocyte is not complete. Thus, in our case the fused nucleus may preserve part of its hematopoietic identity and continue to express certain hematopoietic genes or hematopoietic epigenetic marks (Tables S1 and S2). 

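Of 26 hepatocyte markers, 24 to 26 were well above background on the hepatocyte arrays, 9 to 19 on the BMDH arrays and 10 to 22 on the hematopoietic arrays. Each array's mean over the markers, each gene relative to its mean over all arrays, was 4.49 ± 0.19 in hepatocytes (SD, n = 3), -1.54 ± 1.89 in BMDH (n = 5) and -1.47 ± 0.79 in hematopoietic cells (n = 3). The mean differed by -6.04 between BMDH and hepatocytes (exact permutation p = 0.0179, adjusted over 54 tests 0.0877, lower in all 5 BMDH) and by -0.08 between BMDH and hematopoietic cells (exact p = 0.982). BMDH replicate 4 lay at 1.84 and the other 4 between -2.52 and -2.22. Without it, the difference from hematopoietic cells was -0.91 (exact p = 0.0286, adjusted 0.14). As a set, the 21 of 26 markers with a value on every array had a median difference of -6.60 from hepatocytes (camera, adjusted p = 1.66e-19). From both groups together it was -3.08 (adjusted p = 1.59e-17, at most 0.00727 in all 25 alternatives). Against hematopoietic cells the set had a median of 0.04 and a mean of -0.31 (adjusted p = 0.772). Limma called 13 of 25 markers against hepatocytes. Alb, with its value on hepatocyte replicate 4 missing, was 14.62 in hepatocytes (n = 2), 11.84 in BMDH replicate 4, 9.21 in hematopoietic replicate 1 and at most 3.94 on the 6 other arrays.

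**Figure D2:**
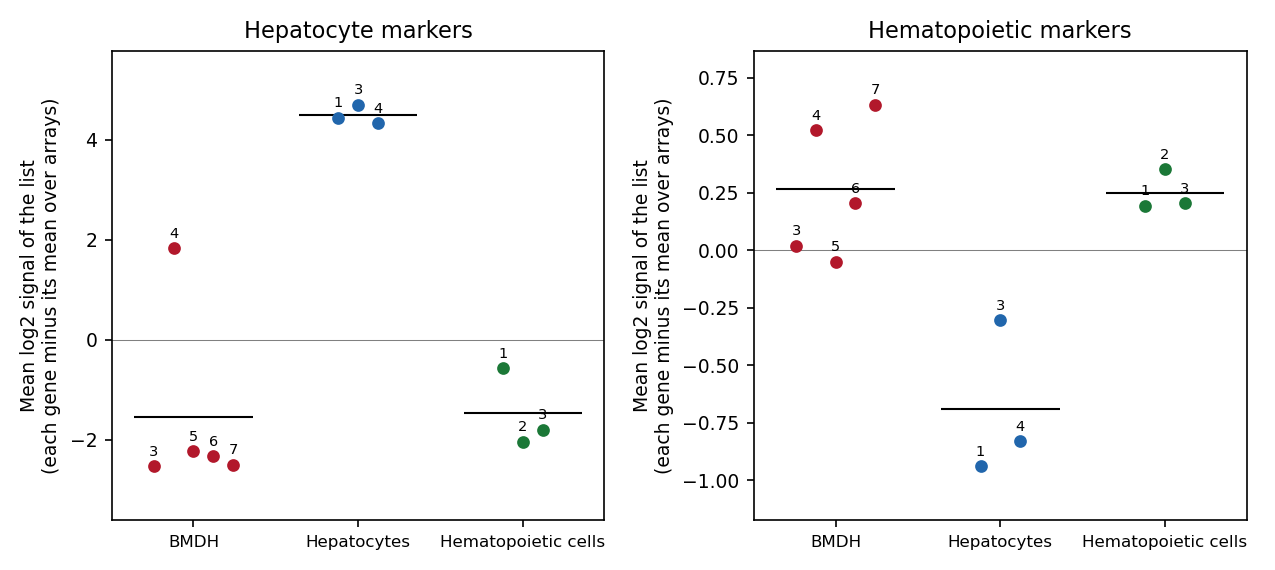
Mean log2 signal of the hepatocyte markers (left) and of the hematopoietic markers (right) on each array, each gene relative to its mean over the 11 arrays. Points are arrays numbered by replicate and black lines are group means.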

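For 20 hematopoietic markers the mean per array was 0.27 ± 0.30 in BMDH (SD, n = 5), 0.25 ± 0.09 in hematopoietic cells (n = 3) and -0.69 ± 0.34 in hepatocytes (n = 3). The difference between BMDH and hematopoietic cells was 0.02 (exact permutation p = 0.911) and that between BMDH and hepatocytes 0.96 (exact p = 0.0179, adjusted 0.0877, higher in all 5 BMDH). As a set the markers did not pass the threshold against hepatocytes (camera, median 0.82, adjusted p = 0.0981), hematopoietic cells (median -0.09, mean 0.02, adjusted p = 0.957) or both together (median 0.40, adjusted p = 0.153, past the threshold in 2 of 25 alternatives). One by one, limma called 4 of 20 against hepatocytes and 0 of 20 against hematopoietic cells, where 1 had an unadjusted p under 0.05. Lyz2 was 10.13 ± 1.13 in BMDH, 10.94 ± 0.43 in hematopoietic cells and 5.37 ± 1.84 in hepatocytes (BMDH against hepatocytes 4.76, SE 0.839, adjusted p = 0.0101, against hematopoietic cells -0.81, adjusted p = 1). Vav1 was 6.53 ± 1.08, 5.17 ± 0.19 and 1.47 ± 0.67 (BMDH against hepatocytes 5.07, adjusted p = 0.00105), with a second Vav1 probe at background. From the array data the paper concludes that the conversion of BMDH into hepatocytes is not complete, and proposes that the fused nucleus may keep part of its hematopoietic identity.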

As is likely for genes involved in chromatin organization, these genes specific to BMDH could participate in the process of cell reprogramming, or could represent the acquisition of a new role of newly generated BMDH. In effect, the genes showing clear differential expression in BMDH include those coding for various components of the TGFβ pathway, several neuroreceptors and cytokines (Fig. 3 and Tables S1 and S2). Among these, we show here by immunofluorescence the differential protein expression of TGFβ and PTGER4 in BMDH. The TGFβ pathway has been widely incriminated in liver repair processes [59]. BMDH are mainly generated in the context of hepatic damage [46] such that it is likely that these BMDH participate in the liver repair mechanism. Moreover, the genes specific to BMDH encoding neuroreceptors (Tar, Agtrl1, Npffr, Oxtr, Par, Ptger4, Trhr, Crhr, Grm, Gabra6, Gabrb1, Gabbr1 and Lepr) or cytokines (Ccl28, Il12b, Csf2, Ifna13, Inbb and Gdf5) take part in different signaling processes, pointing to a possible signaling role of BMDH in hepatic repair.

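Of 7 receptor genes that the paper names by symbol, 6 were higher in BMDH than in the 2 other groups together at their Table S1 probes, with a median of 0.90, and 6 of 6 cytokine genes, with a median of 1.71. Limma called Oxtr alone among the receptors over all probes (2 when adjusted over the list alone) and 0 cytokine genes, with 4 at an unadjusted p under 0.05 and 4 when adjusted over the list alone, which is not independent evidence. Against hematopoietic cells it called 0 receptors (2 at an unadjusted p under 0.05) and 0 cytokines (0 at an unadjusted p under 0.05). Oxtr was 9.34 ± 1.57 in BMDH (SD, n = 5), 7.27 ± 0.11 in hematopoietic cells and 3.30 ± 1.25 in hepatocytes (n = 3 each). By limma it was higher in BMDH by 6.03 than in hepatocytes (SE 0.862, adjusted p = 0.0035) and by 4.05 than in both groups together (SE 0.715, adjusted p = 0.0409, from 0.00875 to 0.528 over the alternatives and past the threshold in 7 of 22). A second Oxtr probe, well above background on 1 of 11 arrays, differed by 0.52, which is not a measured difference. By limma Agtrl1 differed from both groups together by 1.75 (SE 0.335, adjusted p = 0.0543). It passed the threshold in 3 of 22 alternatives, with the lowest adjusted p, 0.0233, without BMDH replicate 5. A second Agtrl1 probe, well above background on all 11 arrays, differed by 0.10 from both groups together and by -1.625 from hematopoietic cells. Ccl28 differed from both groups together by 2.92 (SE 1.15, adjusted p = 0.406). As sets the cytokines passed the threshold (camera, median 1.60, adjusted p = 0.00297, with fry 0.0288 and with an estimated correlation 0.101, in a range of 0.000396 to 0.549) and the receptors did not (median 0.26, mean 0.82, adjusted p = 0.155). The study chose these genes on the same arrays, so the set tests are not independent evidence either.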

## Materials and Methods

### Animal procedures and tissue collection

All experimental procedures were approved by the ethics committee of the CIEMAT accorded to Spanish and European directives (Approval ID# 28079-21A of the Ministerio de Medio Ambiente, Medio Rural y Marino). C57BL/6JxDBA/2 F1 female mice were subjected to lethal irradiation and intravenously injected with 1·10^7^ whole bone marrow cells harvested from C57BL/6J-βactinEGFP (kindly provided by Dr. M. Okabe, Osaka, Japan)×DBA/2 F1 male mice. Three months post transplantation, the mice were intraperitoneally injected with 1·10^−2^ mol/Kg of body weight of CCl_4_ (Fluka, Buchs, Switzerland) in olive oil on a weekly basis for three months. To induce BMDH formation, prior to sacrifice the hepatic injured animals were hematologically mobilized through a 3-week course of subcutaneous injections of 50 µg of pegylated granulocyte colony stimulating factor (Neulasta, Amgen, Breda, Netherlands) in PBS/0.1% BSA.

For tissue collection, animals were transcardially perfused with 10 ml cold PBS/20 mM EDTA, followed by 25 ml cold 4% paraformaldehyde (PFA, Merck, Darmstadt, Germany). Liver lobes were fixed in 4% formalin and paraffin-embedded or incubated in 30% sucrose/PBS at 4°C overnight and kept in OCT (Sakura Finetek, Zoeterwoude, Netherlands) at −80°C until analysis.

### Immunohistological analysis

All immunofluorescence and *in situ* hybridization procedures were performed on 5-µm sections of paraffin-embedded tissue. For the co-localization of enhanced GFP (eGFP) and CD45, tissue sections were digested with Proteinase K (Dako, Carpinteria, CA), blocked and incubated with rabbit anti-eGFP (20 µg/mL, Molecular Probes, Eugen, OR) or goat anti-eGFP (Abcam, Cambridge, UK) and biotinylated anti-CD45 (1.25 µg/mL, 30-F11 clone, BD Bioscience Pharmingen, San Jose, CA) antibodies. After washing, the samples were incubated with donkey anti-rabbit AlexaFluor®488 or Donkey anti-goat-FITC (Jackson ImmunoReseach, West Grove, PA) and streptavidin AlexaFluor®594 antibodies (2 µg/mL and 4 µg/mL respectively, Molecular Probes). Finally, nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI, Boehringer, Ingelheim, Germany) dissolved in Mowiol (Sigma-Aldrich, Steinheim, Germany) as mounting medium. For nuclear staining, a multistep protocol was performed. In brief, tissue sections were treated with boiling citrate buffer (10 mM sodium citrate/4.4 mM chloridric acid, pH 6), blocked, incubated with rabbit anti-PU.1 (8 µg/mL, T-21 clone, Santa Cruz Biotechnology, Santa Cruz, CA) rabbit anti-HNF-1A (8 µg/mL, H-205 clone, Santa Cruz Biotechnology), rabbit anti-PTGER4 (40 µg/mL, MBL, MA) or rabbit anti-TGFβ_1_ (Santa Cruz Biotechnology) antibodies overnight at 4°C. After washing and adding donkey anti-rabbitTexasRed (7.5 µg/mL, Jackson Immunoresearch Laboratories, Cambridgeshire, UK), the samples were washed, blocked, incubated sequentially with rabbit anti-eGFP and donkey anti-rabbit AlexaFluor®488, and mounted. The tissue sections were analysed with an Axioplan 2 imaging fluorescent microscope (Zeiss, Jena, Germany) or with Bio-Rad Radiance 2100 confocal system (Zeiss) when Z-stack analyses were performed.

### Fluorescence quantification

Four tissue sections from different hepatic lobes per animal of eight animals of two independent experiments were used for the fluorescence quantification of DAPI, PU.1 and HNF-1. To quantify the density of fluorescence due to DAPI staining of nuclei, we used Image Tool 3.00 software (University of Texas, San Antonio, TX). The fluorescence density of different nuclei was calculated in the blue channel; DAPI relative fluorescence (Figure S1) for each nucleus was defined as the relationship between the DAPI fluorescence density of a nucleus with respect to the arithmetic mean of the DAPI fluorescence density values obtained for hepatocyte nuclei used as controls in each image. To quantify relative fluorescence for PU.1, we determined the PU.1 fluorescence density value and PU.1 fluorescence density values for the nuclei of three different hematopoietic cells and hepatocytes; thereby avoiding differences in fluorescence between different images. DAPI relative fluorescence was calculated for 57 BMDH, 105 hepatocyte and 105 hematopoietic nuclei. We calculated PU.1 relative fluorescence for each BMDH nucleus and control nuclei according to the equation in Figure S1, in which PU.1 nuclear fluorescence is referred to the PU.1 fluorescence of hematopoietic cell nuclei after subtracting the autofluorescence of hepatocyte nuclei. Thus, PU.1 relative fluorescence of the hematopoietic nuclei will be 1 and that of the hepatocyte nuclei will be 0. PU.1 relative fluorescence was calculated for 20 BMDH, 39 hepatocyte and 39 hematopoietic nuclei. Similarly, we calculated HNF-1A relative fluorescence using the equation in Figure S1, in which HNF-1A nuclear fluorescence is referred to the HNF-1A fluorescence of hepatocyte nuclei once the autofluorescence of the hematopoietic cell nuclei in the red channel has been subtracted. This time the HNF-1A relative fluorescence of the hepatocyte nuclei will be 1 and that of hematopoietic cell nuclei will be 0. HNF-1A relative fluorescence was calculated for 37 BMDH, 66 hepatocyte and 66 hematopoietic nuclei. Relative fluorescence values were compared using the nonparametric Wilcoxon Mann-Whitney test and Kruskal Wallis test implemented in the Statgraphics software package (Manugistic Inc, Rockville, MD). Data are expressed as the mean ± standard error. The level of statistical significance was set at p<0.05.

### Y-chromosome *in situ* hybridization

To simultaneously detect the presence of the Y chromosome and eGFP expression, Y-chromosome fluorescence *in situ* hybridization (Y-FISH) was conducted using the Star FISH Kit (Cambio, Cambridge, UK) according to the manufacturer's instructions. On the same sections, eGFP expression was identified by immunofluorescence as described above. The presence of the Y chromosome in the BMDH previously stained for different nuclear factors was detected by Y-chromosome chromogenic *in situ* hybridization (Y-CISH) and developed using the ABC kit (Vector Laboratories, Burlingame, CA).

### Laser cell capture and mRNA superamplification

For laser capture of individual cells, 12–15 µm frozen sections were analyzed under an Olympus IX81 motorized inverted microscope equipped with a laser catapulting microdissection device (Zeiss, Jena, Germany) (Figure S3). BMDH were identified according to their hepatocyte morphology, eGFP expression and lack of autofluorescence; hepatocytes according to their morphology and lack of eGFP expression; and hematopoietic cells according to their smaller size and eGFP expression. Tissue surrounding the cells of interest was destroyed by laser-burning. These isolated cells were catapulted to Eppendorf caps and then lysed in SuperAmp lysis buffer and stored at −80°C according to the instructions of the SuperAmp Preparation kit (Miltenyi Biotec, Bergisch Gladbach, Germany). SuperAmplification was performed according to Miltenyi Biotec's undisclosed protocol. The integrity of cDNA was checked using the Agilent 2100 Bioanalyzer platform (Agilent Technologies, Palo Alto, CA). The average length of the library PCR products was 200–1000 bp.

### Gene expression microarray analysis

Superamplified cDNA was hybridized according to the Agilent 60-mer oligo microarray processing protocol employing the Agilent Gene Expression Hybridization kit (Agilent Technologies) utilizing 1.25 µg Cy3-labeled fragmented cRNA on Agilent whole mouse genome oligo microarrays. As controls we used microarray data obtained using the same Agilent chip for mouse macrophages, B cells and liver tissue [60]. Raw data were downloaded from the GEO database (datasets GSE21512 and GSE14921). The Agilent feature extraction software (FES) was used to read out and process the microarray image files. 

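In the table of log2 values that the authors deposited after quantile normalization, spots with a net signal over 2, the mean intensity of the spot less that of its local background, keep the rank order of the scanner's net signal (Spearman's rho 1 on every array). At a net signal of 2 or less, 19.6% of the spots in BMDH, 22.2% in hepatocytes and 26.2% in hematopoietic cells, the deposited values do not follow the signal (rho between 0.009 and 0.066 on each array) and correlate instead with the values of the same spot on the other arrays (r between 0.34 and 0.75). How these values were filled in is not stated. The differences given for genes and gene sets were therefore computed from the scanner's intensities.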

Raw data were normalized by quantile normalization [61]. Two BMDH samples were discarded because of defective normalization. The final dataset contained the following biological replicates: 5× BMDH, 3× hepatocytes, and 3× hematopoietic cells. Genes deregulated in BMDH cells were extracted by Pavlidis template matching [62]. Briefly, Pearson's correlation coefficient is computed between the intensities measured for each gene and the values of an independent variable. P-values to test for the null hypothesis that the correlation is zero are calculated. The independent value acts as a template where certain expression patterns could be analyzed. The independent value (template) was selected to search for genes overexpressed (or underexpressed) in BMDH cells with respect to microdissected cells (hematopoietic and hepatocytes) and mouse macrophages, B cells and liver tissue. The threshold significance values used were: p-val<0.001 and Pearson coefficient R>0.65 (overexpressed in BMDH) or R<−0.65 (underexpressed in BMDH). Enrichment analyses of Gene Ontology terms and KEGG pathways were performed using the web utility DAVID (http://david.abcc.ncifcrf.gov) [63]. ChIP Enrichment Analysis (ChEA) software (http://amp.pharm.mssm.edu/lib/chea.jsp) was used to search for transcription factors that could be controlling the expression of the genes deregulated in BMDH cells [64]. Briefly, a database of ChIP-chip, ChIP-seq, ChIP-PET and DamID experiments, whereby interactions of specific transcription factors with their DNA binding sites are determined, was generated (ChIP-X database) [64]. The database contains 189,933 interactions, manually extracted from 87 publications, describing the binding of 92 transcription factors to 31,932 target genes. We used this database to analyze BMDH mRNA expression data. ChEA software computes over-representation of transcription factor targets from the ChIP-X database. The output of the analysis is the factors that could be acting in the BMDH cells, and the number and list of BMDH deregulated genes regulated by each factor. Same transcription factor could appear more than once (such as MYC, NANOG, etc), as different experiments have been reported for the same factor (identified by the PMID of each report). Raw and processed microarray data generated in this study accomplish MIAME guidelines, and has been deposited in the GEO database under the accession number GSE29878.

## Supporting Information

Figure S1 **Mathematical equations used to calculate relative fluorescence (RF) values for DAPI, PU.1 and HNF-1A (see Experimental Procedures).**
(TIF) Click here for additional data file.

Figure S2 **Identification of PU.1 and HNF-1A in BMDH nuclei.** Additional examples of identification of PU.1 and HNF-1A in BMDH by immunofluorescence and Y-CISH. **A.** PU.1 analysis in the nuclei of BMDH originating from endogenous hepatocytes (arrowhead) or BM cells (arrows). **B.** Presence of HNF-1A in a multinucleated BMDH originating from endogenous hepatocytes (arrowhead) or BM cells (arrows). 20 µm scale bars are shown.
(TIF) Click here for additional data file.

Figure S3 **Laser capture procedure used to obtain isolated BMDH for further molecular analyses.** BMDH were selected according to a clear hepatocyte like morphology (**A**) and their eGFP expression (**B**). **C.** To ensure that only the selected cell is captured, the tissue surrounding the cell of interest is burned out with the laser beam. **D.** The selected cell is catapulted to an Eppendorf tube cap for further RNA extraction.
(TIF) Click here for additional data file.

Figure S4 **Z-stack confocal analysis.** DAPI staining pattern of different nuclei (**A**) and identification of eGFP (green), CD45 (red) and DAPI (blue) staining (**B**) along Z-axis is represented as a serial 0.25 µm frames separate each 1 µm. BMDH (dotted line), hematopoietic (arrowhead) and hepatocyte (arrow) nuclei are shown.
(TIF) Click here for additional data file.

Figure S5 **Z-stack confocal analysis of a BMDH with a Type I nucleus.** DAPI staining pattern of different nuclei (**A**) and identification of eGFP (green), CD45 (red) and DAPI (blue) staining (**B**) along Z-axis is represented as a serial 0.25 µm frames separate each 1 µm. BMDH (dotted line) and hepatocyte (Type I, asterisk) nuclei are shown.
(TIF) Click here for additional data file.

Figure S6 **Z-stack confocal analysis of a BMDH with a Type I and a Type II nuclei.** DAPI staining pattern of different nuclei (**A**) and identification of eGFP (green), CD45 (red) and DAPI (blue) staining (**B**) along Z-axis is represented as a serial 0.25 µm frames separate each 1 µm. BMDH (dotted line), Type II (arrowhead) and hepatocyte (Type I, asterisk) nuclei are shown.
(TIF) Click here for additional data file.

Figure S7 **Z-stack confocal analysis of a BMDH with a Type I and a Type III nuclei.** DAPI staining pattern of different nuclei (**A**) and identification of eGFP (green), CD45 (red) and DAPI (blue) staining (**B**) along Z-axis is represented as a serial 0.25 µm frames separate each 1 µm. BMDH (dotted line), Type III nucleus (arrowhead) and hepatocyte nucleus (Type I, asterisk) are shown.
(TIF) Click here for additional data file.

Table S1 **Overexpressed genes in BMDH.**
(XLS) Click here for additional data file.

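The 509 rows of this table hold 476 probes. On the 11 arrays used here 466 of them (97.9%, 95% binomial interval 96.2% to 99%) were higher in BMDH than in the 2 other groups together, with a median difference of 1.45. They were higher than in hepatocytes in 98.3% and than in hematopoietic cells in 93.1%, the latter with a median of 0.84. Limma called 13 against both groups, 150 against hepatocytes and 0 against hematopoietic cells, where 69 had an unadjusted p under 0.05, and 186 had an R over 0.65 on these arrays. All 5 BMDH arrays were well above background at 252 of the probes and none at 84. The listed probes were chosen on these samples, so their direction is not independent evidence. The highest listed R belongs to Tssk1, Barx2 and a probe without a gene symbol (NAP045151-1), which were higher in BMDH by 1.60, 2.22 and 1.62 (limma, adjusted p = 0.312, 0.0543 and 0.0703). In Tssk1, BMDH replicate 5 lay at 1.01, against 3.79 to 4.32 in the other BMDH, and without it the difference was 2.23 (adjusted p = 0.00358, in a range up to 0.749 over the alternatives). A brighter Tssk1 probe, well above background on 10 arrays, differed by 0.16. For 2 other Barx2 probes, on 3 and 9 arrays, the differences were 0.54 and 0.895 from both groups together and -0.36 and -0.28 from hematopoietic cells. Without hepatocyte replicate 4, the adjusted p was 0.0164 for Barx2 and 0.0067 for NAP045151-1, the lowest of their alternatives, which reached 0.56 and 0.764.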

Table S2 **Underexpressed genes in BMDH.**
(XLS) Click here for additional data file.

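The 265 probes of this table were lower in BMDH than in the 2 other groups together in 87.2% (231 probes, 95% binomial interval 82.5% to 91%), with a median difference of -1.11, and lower than in hepatocytes in 86.4%. Against hematopoietic cells 158 were lower (59.6%, interval 53.5% to 65.6%), with a median of -0.08. With the deposited log2 values in place of the scanner's, all 265 were lower than in hematopoietic cells, and with scaling to the 75th percentile 45.7%. No BMDH array was well above background at 217 of the probes, and all 5 were at 4. Limma called 13 against both groups, 55 against hepatocytes and 0 against hematopoietic cells (23 with an unadjusted p under 0.05). The lowest listed R belongs to Rab10, Zbtb1 and 0610041E09Rik, which differed by -1.53, -1.90 and -0.28 (limma, adjusted p = 0.635, 0.246 and 0.919). For 2 other Zbtb1 probes, each well above background on 1 array, the differences of 1.15 and 1.59 are not measured ones.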

How the deposited data were processed for this re-analysis (not part of the article)

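The data were 11 one-color arrays of 60-mer probes for the mouse genome, 5 of BMDH, 3 of hepatocytes and 3 of hematopoietic cells, hybridized with amplified RNA of cells captured by laser from liver sections. The paper's methods identify BMDH by hepatocyte morphology, eGFP and a lack of autofluorescence, hepatocytes by morphology without eGFP, and hematopoietic cells by their smaller size and eGFP. Cell types and replicate numbers were taken from the sample labels. The arrays of macrophages, B cells and liver from other studies that the paper used as controls, and the 2 BMDH samples that the authors discarded, were not used here.

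For each array the authors deposited the output of the scanner's feature extraction software, with the intensity of each spot, its local background and flags. The intensity analysed here is the software's background-corrected one. The authors also deposited a table of log2 values that they had quantile normalized. Above a net signal of 2, the mean intensity of a spot less that of its local background, these values rise with the net signal. At or below 2 they do not follow it and were filled in by a step that is not described. The authors extracted hepatocyte replicate 1 and hematopoietic replicate 1 with software version 9.1.3.1 and the other arrays with 9.5.1.1, and scanned BMDH replicates 6 and 7, hepatocyte replicate 4 and hematopoietic replicate 3 at 10 micron and the others at 5. The slide, the scan day and the resolution come from the headers of the files.

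Of 45018 spots, 43379 were not control spots, and these belong to 41174 probes, of which 245 are printed more than once, up to 10 times. Spots that the software marked as outliers of uniformity or of their population were set to missing, which left 429 of 452914 values missing. Among them are Alb and Hp on hepatocyte replicate 4, Pck1 on hepatocyte replicate 1, Apoa2 on all hepatocyte arrays and Ptger4 on BMDH replicate 3. The intensities were set to log2 and quantile normalized between arrays, and the spots of a probe were averaged. Of 25510 probes with a RefSeq accession, 22951 took their gene name from a table of RefSeq accessions and symbols, and the others kept the name in the files. Names differed from the files' at 5141 probes, and there were 28786 gene names in all.

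Groups were compared with limma 3.58.1 in R 4.3.3 (statmod 1.5.0, data.table 1.17.8), in 1 model of the 3 groups with moderated variances, for BMDH against the mean of the 2 other groups, BMDH against each of them, and hematopoietic cells against hepatocytes. Benjamini-Hochberg adjustment ran over all probes of a comparison, with a threshold of 0.05, and counts at an unadjusted p under 0.05 are given beside them. Template matching used Pearson's correlation with 1 in BMDH and 0 elsewhere, with p under 0.001 and an absolute R over 0.65. Gene sets were tested with camera at an inter-gene correlation of 0.01 and with 1 probe per gene, that with the highest mean signal. There were 18 lists. They were the synaptic, TGFβ, receptor, cytokine and chromatin genes and the regulators that the paper names, markers of hepatocytes, hematopoietic cells, Kupffer cells, endothelium and stellate cells, sex-linked genes, and families defined by symbol (cytosolic ribosomal proteins, proteasome, mitochondrial ribosome and respiratory chain, splicing and RNA processing, olfactory receptors, vomeronasal and taste receptors). A score per array is the mean over a list's genes, each relative to its mean over all arrays, compared between groups by exact permutation tests, with adjustment over 54 tests. Array quality was compared in the same way, with adjustment over 9 tests, and the smallest p is 0.0179 for 5 against 3 arrays and 0.1 for 3 against 3. Summary steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Intervals for shares are exact binomial intervals at 95%.

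The comparisons, the lists, the rule for naming genes and the alternatives were set before the data were examined, apart from those named as chosen later. Genes named in the text are those that the paper names as array results or stained, the 5 largest rises and 5 largest falls among probes past the threshold against both groups whose BMDH values all lie on one side of the 6 others, the 3 probes with the highest R of Table S1 and the 3 with the lowest R of Table S2, Xist and Y-linked genes, Alb, and the 2 markers of each marker list with the largest difference between hematopoietic cells and hepatocytes. For a gene with several probes the one with the highest mean signal was taken, except where a claim rests on a probe of Table S1 or S2. This gave 87 probes, and not all of them are reported one by one or entered in the search for single arrays far from their group. Of 51 of the genes with other probes, 23 have another probe with a difference of the opposite sign.

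The steps were tested on simulated data with the same numbers of arrays, in which 200 of 40821 probes were changed by 3 on the log2 scale. Limma recovered 59.5% of them against both groups (4 unchanged probes called), 46.0% against hepatocytes (2) and 44.5% against hematopoietic cells (5), and template matching 64.5% (31). Signal over background limits the precision further, since 27.6% to 59.3% of the probes of an array were well above background.

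Alternatives changed one choice at a time. They were scaling to the 75th percentile, background correction by normexp with an offset of 50, the authors' log2 values, a filter on dim probes, keeping outlier spots, the slide, the scan day or the replicate number as a block, leaving out each array in turn, array weights, a variance trend with robust moderation, a model of 2 groups, template matching in place of limma or with 1 other group or with each spot as a probe, fry or an estimated correlation in place of a fixed one, the mean over a gene's probes, other background flags or intensities, and Spearman's rho. The functional annotation and the transcription factor target analysis of the paper were not repeated, since the gene ontology and target tables they rest on were not used here.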

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

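The tests of the slide and of RNA from neighbouring cells for BMDH replicate 4, and that of a lower RNA yield in BMDH and hematopoietic cells together, were chosen after the results were seen. BMDH is the only group with more than 3 arrays. In 18 of 105 quantities its highest or lowest array stood far from the other 4, by a gap of over 0.71 of the range, where chance gives about 1 in 20. BMDH replicates 3 and 4 were that array 5 times each, replicate 6 was so 4 times, and replicates 5 and 7 were so 2 times each.

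BMDH replicate 3 had the highest share of probes well above background, 39.6% against 27.6% to 30.4% in the other BMDH, and the highest median log2 intensity, 2.47 against 1.22 to 1.39. It was alone on its slide, so the slide and the RNA of the sample are confounded, and no biological explanation was tested. In the same array the mean of the X-inactivation and Y-linked genes was 0.70 (-0.21 to 0.00 in the other BMDH), through Ddx3y at 3.18 (0.96 to 1.37), and Gabrg1 was at 4.89 (2.94 to 3.28).

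For the sex-linked genes a mislabelled sample was tested. Of 7 Y-linked probes, 1 was well above background on BMDH replicate 3 and 0 on each of the 10 other arrays, including 0 on the hematopoietic arrays, so that Y-linked probes cannot tell samples apart here. Of 4 Xist probes, 4 were well above background on hepatocyte replicates 1 and 3, 3 on hematopoietic replicate 1 and 1 on each other array. A mislabelled sample and a correct one cannot be told apart by these genes, since the Y-linked ones were not detected in any group as a whole.

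The hepatocyte markers of BMDH replicate 4 had a mean of 1.84, against -2.52 to -2.22 in the other 4 BMDH. Alb lay at 11.84 (0.90 to 3.94 in the others) and Pck1 at 13.18 (1.07 to 2.11), and the mitochondrial genes had a mean of 0.43 (-0.49 to -0.27). The slide as the cause is argued against, since the highest marker mean of the other non-hepatocyte arrays of that slide was -2.03. RNA from neighbouring hepatocytes, which would bring every abundant transcript at one share, is argued against by the abundant markers, those above the median marker in hepatocytes. At the share of the hepatocyte level that Alb has in this array (-2.77 on the log2 scale), 4 of 11 (Apoa1, Hp, Fga and Trf) lay further below the level needed of the lowest hepatocyte array, by up to -5.60, than any did in a hepatocyte array set against the 2 others (-2.31). Over all markers the comparison does not decide, since hepatocyte replicate 4 itself reached -7.22, at Cyp2e1. The mean of the 23 other markers expected above background was 7.65, against 7.69 expected at the share of Alb, with a median difference of -1.13. RNA from neighbouring hepatocytes is therefore argued against at the abundant markers only. Hepatocyte transcripts of the fused cells themselves, a biological difference between samples that the design allows, and uneven amplification of little RNA were not tested and stay open.

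The other arrays apart concern single probes. BMDH replicate 6 was highest at Gabra6 (2.04), Gabrb1 (3.58), Myo7a (3.09) and Rims1 (3.59), replicate 5 at Aebp2 (0.85), replicate 7 at Rbbp7 (2.24) and Rab10 (2.74), and replicate 4 at Rnf2 (2.25). None of these 8 probes was well above background on any BMDH array, so no difference between these arrays is measured there. Tssk1 on BMDH replicate 5 was lowest, at 1.01 against 3.79 to 4.32, at a probe well above background on 2 of 5 BMDH arrays. Without this array Tssk1 differed from both groups together by 2.23 (adjusted p = 0.00358), in place of 1.60 (0.312). A brighter Tssk1 probe, well above background on 10 arrays, differed by 0.16 with all arrays kept. No explanation was tested for Tssk1.

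In data that the paper does not report on, a list of hepatocyte markers, the mean over the list differed by -6.04 between BMDH and hepatocytes and was lower in all 5 BMDH. It was -5.52 with scaling to the 75th percentile and -3.47 with normexp, so quantile normalization does not account for it. Regrouping the 8 arrays of BMDH and hepatocytes excludes chance for the probes called between them, since 1 of 56 splits, the real one, called as many (the next highest called 138). A lower yield of amplified RNA in BMDH and hematopoietic cells than in hepatocytes is argued against as the whole cause. This holds only as far as the share of probes above background measures yield. With that share in the model the difference was -5.83 (95% interval -8.84 to -2.83). The shares overlapped, with 33.2% in hepatocyte replicate 4 and 39.6% in BMDH replicate 3. The highest shares, 59.3% in hematopoietic replicate 1 and 53.7% in hepatocyte replicate 1, came from the arrays extracted with software version 9.1.3.1. Share and software version cannot be separated there. A lower content of hepatocyte transcripts in BMDH stays open, as a difference between cell types that no test here isolates.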

How the results depend on the processing

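The scan rounds as a block, the deposited log2 values without filled-in spots, those values with each spot as a probe, and the olfactory receptor probes were chosen after the data were seen. The count of probes that limma called between BMDH and hematopoietic cells stayed between 0 and 3 in all alternatives. Against hepatocytes the marker means of BMDH and of hematopoietic cells kept their direction in all alternatives, from -6.70 to -3.47 for the hepatocyte list in BMDH. The small differences between BMDH and hematopoietic cells did not. That of the hepatocyte list (-0.08) ranged from -0.91 without BMDH replicate 4 to 0.37 without hematopoietic replicate 1, and that of the hematopoietic list (0.02) from -0.11 with the mean over a gene's probes to 0.37 with the authors' log2 values. The median signal of hematopoietic cells against hepatocytes changed from -0.37 to 0.03 with the mean signal. The cause of the changes below was not tested, except where the alternative itself lowers the number of arrays, probes or degrees of freedom.

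Scaling to the 75th percentile gave 145 probes against both groups (5 higher, 140 lower, in place of 42 and 258), 3701 against hepatocytes (2338 higher, 1363 lower) and 2634 between hematopoietic cells and hepatocytes, 7 probes by template matching in place of 19, and 6 of 87 named probes called in place of 10. Among Table S1 probes 99.8% were then higher than in both groups and 100% higher than in hepatocytes, and among Table S2 probes 68.3% were lower than in both groups, 69.4% lower than in hepatocytes and 45.7% lower than in hematopoietic cells.

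Background correction by normexp gave 170 probes against both groups (6 higher, 164 lower), 966 against hepatocytes (290 higher, 676 lower), 876 between hematopoietic cells and hepatocytes (331 higher, 545 lower) and 1 named probe. Among Table S1 probes 96.2% were higher than in hematopoietic cells, and among Table S2 probes 80.8% were lower than in both groups and 49.4% lower than in hematopoietic cells.

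The authors' log2 values gave 2 probes against both groups, both lower (3773 with an unadjusted p under 0.05), 1276 against hepatocytes (506 higher, 770 lower), 644 between hematopoietic cells and hepatocytes (206 higher, 438 lower), 33 by template matching and 0 named probes. With them, 100% of Table S1 was higher than in both groups and than in hepatocytes and 99.8% higher than in hematopoietic cells, and among Table S2 probes 100% were lower than in both groups and than in hematopoietic cells and 99.3% lower than in hepatocytes. Without filled-in spots template matching gave 66 probes, and the shares were 99.8%, 100% and 99.8% for Table S1 and 100%, 99.2% and 92.5% for Table S2, against both groups, hepatocytes and hematopoietic cells in that order. With each spot as a probe template matching on these values gave 36.

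With the slide as a block, which leaves 3 degrees of freedom, limma called 0 probes against both groups (3662 with an unadjusted p under 0.05), 338 against hepatocytes (31 higher, 307 lower), 180 between hematopoietic cells and hepatocytes (12 higher, 168 lower) and 0 named probes. With the scan day it called 195 (5 higher, 190 lower), 1586 (653 higher, 933 lower) and 977 (381 higher, 596 lower), 1 lower against hematopoietic cells and 2 named probes. With the scan round it called 153 against both groups (5 higher, 148 lower) and 2 named probes.

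Whether the replicate numbers pair the samples stays open. After the group means were removed, arrays of one number had an r across probes of 0.05, -0.08, -0.01, 0.04 and -0.06. The negative values all belong to pairs from different scan rounds, so the low r shows no pairing and cannot exclude one. With the replicate number as a block, which leaves 2 degrees of freedom, limma called 0 probes in each comparison, with 3353 (both groups), 5565 (hepatocytes), 3009 (hematopoietic cells) and 7175 (hematopoietic cells against hepatocytes) at an unadjusted p under 0.05, 0 named probes, and 2 of 18 gene lists passed the threshold in place of 6.

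Array weights raised the count to 4256 against hepatocytes (1945 higher, 2311 lower) and 3703 between hematopoietic cells and hepatocytes. A variance trend with robust moderation gave 125 against both groups (3 higher, 122 lower), 1397 between hematopoietic cells and hepatocytes (457 higher, 940 lower), 1884 against hepatocytes (632 higher, 1252 lower) and 5 named probes. With the 6 other arrays as 1 group limma called 0 (2179 with an unadjusted p under 0.05). Template matching in place of limma gave 19, and 0 after Benjamini-Hochberg adjustment. With hematopoietic cells as the only other group it gave 57, with hepatocytes as the only other group 887, and without dim probes 6.

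Leaving out 1 array gave 153 (without BMDH replicate 5) to 1336 probes (without hepatocyte replicate 4) against both groups, 1462 (without hepatocyte replicate 3) to 4751 (without hepatocyte replicate 4) against hepatocytes, 0 to 3 (without hematopoietic replicate 3) against hematopoietic cells, 1145 (without hematopoietic replicate 2) to 4299 (without hepatocyte replicate 4) between hematopoietic cells and hepatocytes, 9 (without hepatocyte replicate 1) to 37 (without hematopoietic replicate 2) by template matching, and 2 to 14 named probes. The shares against both groups, hepatocytes and hematopoietic cells ranged over 95.8% to 98.5%, 97.1% to 99.6% and 90.1% to 94.5% for Table S1 and over 82.3% to 89.1%, 78.5% to 87.6% and 52.5% to 64.2% for Table S2.

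Among the gene lists, camera with an estimated correlation passed 3 of 18 and the mean over a gene's probes 10 of 18. With that mean the chromatin genes turned from a median of 0.11 to -0.51 (adjusted p = 0.0495, in a range of 0.0495 to 1.00 over the alternatives). Of the other results of single lists, 425 kept direction and side of the threshold, 15 passed it newly and 8 no longer. Single values of the named probes kept both in 5246 cases, lost the threshold in 307 and passed it newly in 60, and 0 that had passed it changed sign.

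The mean r between BMDH and hematopoietic cells was 0.692 without dim probes, 0.729 as Spearman's rho and 0.738 on olfactory receptor probes, in place of 0.791. Between BMDH and hepatocytes it was 0.304 without dim probes and 0.698 on olfactory receptor probes, in place of 0.614. The filter on dim probes left 44 of the 87 named probes and 17 of the 18 lists, so the others have no value there. Signal over background limits each of these results, since under 60% of the probes of each array were well above it.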

Differences from the paper's values

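Alternatives named here were set before the data were examined unless stated otherwise.

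The paper gives 775 probes deregulated in BMDH by template matching, in which its controls from other studies took part. Over the 11 arrays alone the same thresholds gave 19. With hepatocytes as the only other group the count was 887, which is within 1.5 times the paper's. All other alternatives set beforehand gave 6 to 57 and stay apart from it, as do 66 and 36 in the 2 alternatives chosen after the values were seen.

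Of these, the paper's Table S1 holds 509 overexpressed, where template matching gave 14, and Table S2 holds 266 underexpressed, where it gave 5. With hepatocytes as the only other group there were 347 overexpressed, within 1.5 times the paper's number, and 540 underexpressed, which is not. The other alternatives set beforehand gave 4 to 32 overexpressed and 1 to 25 underexpressed. The alternatives chosen after the values were seen gave 31 and 22 overexpressed and 35 and 14 underexpressed.

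The paper states that CD45 was lost in BMDH on the arrays. The brightest Ptprc probe differed by -0.19 between BMDH and hematopoietic cells (limma, adjusted p = 1), past the threshold in 0 of 22 alternatives, and the probe of Table S2 was at background in both.

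The paper describes Ptger4 as upregulated on the arrays. It was at background in all 3 groups, with a difference of -0.02 from both groups together (adjusted p = 0.985). In the 21 alternatives the difference lay between -0.07 and 2.22, and 0 of them passed the threshold.

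The paper lists Aebp2 among underexpressed genes. Its probe was well above background on 0 of 11 arrays, it was called in 0 of 21 alternatives, and it differed by 0.01 (adjusted p = 0.995), between -1.99 and 1.06 in the alternatives.

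The paper reports HNF-4α as found in BMDH by arrays, through an enrichment of its target genes. That enrichment was not repeated here, and the level of the Hnf4a transcript does not test it. The transcript was well above background on 1 of 5 BMDH arrays at its brightest probe, where BMDH differed from hepatocytes by -3.14 (limma, adjusted p = 0.219).

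The paper lists 22 synaptic and 5 TGFβ genes as deregulated in BMDH. Limma called 0 of them over all probes against both groups. Adjusted over each list alone 11 and 5 passed. Otof passed without hepatocyte replicate 4 (adjusted p = 0.0451, the lowest of its alternatives, which reached 0.628), and no alternative called any other of them against both groups. Among the receptors that the paper lists as overexpressed, Oxtr was called and Agtrl1 was not (adjusted p = 0.0543). Agtrl1 passed with array weights (0.0427), without BMDH replicate 5 (0.0233) and without hepatocyte replicate 4 (0.0261), and its alternatives reached 0.528. The 6 cytokine genes passed in 0 alternatives.

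The paper describes a profile of BMDH apart from hematopoietic cells. The mean r between BMDH and hematopoietic arrays was 0.791, against 0.773 among BMDH, and limma called 0 probes between them (1157 with an unadjusted p under 0.05). The scan day as a block called 1, and leaving out 1 array called 0 to 3. Template matching with hematopoietic cells as the only other group gave 57, and 1 after Benjamini-Hochberg adjustment.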

Other observations

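The tests of filled-in values, of olfactory receptor probes, of too few arrays, of the scan day, scan round or slide, of regrouping with the hepatocytes kept together, of a lower yield in 2 groups and of hepatocyte RNA in hematopoietic replicate 1 were chosen after the results were seen.

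Regrouping all 11 arrays excludes chance for the probes called against both groups only as far as the hepatocytes stand apart. In such splits, most of which mix the hepatocytes with other arrays, 2 of 100 called as many, the real one included. With the hepatocytes kept together and the 8 other arrays regrouped, 54 of 56 splits called as many (median of the others 428, up to 961), so chance is not excluded for BMDH apart from hematopoietic cells. With the slide as a block 0 probes were called (3662 with an unadjusted p under 0.05). For BMDH against hematopoietic cells the real split called 0 probes, which all 56 of 56 splits reach whatever the data, so this count tests nothing. For hematopoietic cells against hepatocytes 1 of 10 splits called as many, and 10 splits cannot exclude chance, although the next highest called 11.

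Limma called 0 probes between BMDH and hematopoietic cells (0 to 3 in the alternatives), and template matching with hematopoietic cells as the only other group gave 57, and 1 after Benjamini-Hochberg adjustment. The scan day or the scan round as the whole cause is argued against, since with either as a block at most 1 probe was called, while the scan round left 2401 between hematopoietic cells and hepatocytes. The slide stays open. As a block it gave 0, but it leaves 3 degrees of freedom and lowered the counts of the 3 other comparisons. Too few arrays stay open as well. The 2178 probes called between 3 hematopoietic and 3 hepatocyte arrays show that large differences can be called and decide nothing about smaller ones, so too few arrays and populations alike in expression cannot be told apart. In simulated data 44.5% of the probes changed by 3 on the log2 scale were called between these 2 groups.

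The deposited log2 values at a net signal of 2 or less were tested as the source of the fall of Table S2 probes against hematopoietic cells. Of 160 probes filled in on at least 2 of 3 hematopoietic arrays, all were lower in BMDH in the deposited values (median -2.30), and 38.8% were in the scanner's values (95% interval 31.2% to 46.8%, median 0.06). This share decides nothing, since these probes were picked for a signal near the floor in hematopoietic cells, where BMDH can hardly lie lower. On hematopoietic replicates 1, 2 and 3 the filled-in Table S2 probes had deposited medians of 5.93, 6.56 and 6.18. The scanner's medians there were 0.85, 0.84 and 0.86, so the deposited level of these probes is not their measured signal. The 43 probes with no filled-in value in BMDH or hematopoietic cells do not test the effect of filled-in values. All 43 were lower in the scanner's values (median -1.49), so the fall of Table S2 as a whole is not due to filled-in values alone. Among the values of Table S2 probes, 55.3% were filled in on hematopoietic arrays, 32.5% on hepatocyte arrays and 12.9% on BMDH arrays. For Table S1 these shares were 8.09%, 9.1% and 8.72%. Against hepatocytes 50.0% of 64 filled-in Table S2 probes and all 61 with no filled-in value were lower in the scanner's values.

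Genes silent in liver and blood were set beside housekeeping genes. A lower yield of amplified RNA in BMDH alone is argued against, since 3 other arrays (hematopoietic replicates 2 and 3 and hepatocyte replicate 4) lay under the highest BMDH array in the share of probes above background. A lower yield in BMDH and hematopoietic cells together is argued against as the whole cause, since with that share in the model the ribosomal mean still differed by -1.90 between BMDH and hepatocytes (95% interval -2.61 to -1.18) and the olfactory receptor mean by 0.38 (0.06 to 0.69). Again this holds only as far as the share measures yield. Hepatocyte replicate 1 and hematopoietic replicate 1, with the highest shares, were extracted with another software version. Quantile normalization as the source of the lower housekeeping genes is argued against, since the ribosomal median stayed at -0.56 with scaling to the 75th percentile, which raised the median of all probes from 0.04 to 0.61. For the silent genes it stays open, since the olfactory median of 0.83 under that scaling rose with that of all probes. The 903 olfactory receptor genes had a median of 0.19 in BMDH against both groups (camera, adjusted p = 0.113, 0.00634 to 0.596 over the alternatives), and the 138 vomeronasal and taste receptor genes 0.15 (adjusted p = 0.57, 0.00913 to 0.942), each at the low end with scaling to the 75th percentile. Signal that does not come from the probe's own gene may contribute to the probes called higher in BMDH than in hepatocytes. Of 908 olfactory receptor genes 2.53% were called higher (95% interval 1.61% to 3.78%), beside 3.45% of other probes, and 0.33% were called lower, beside 3.27%. Between hematopoietic cells and hepatocytes the shares called higher were 2.75% and 2.80%. A biological rise of a family silent in both tissues was not tested.

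RNA from neighbouring cells was weighed for the hematopoietic arrays. On 2 of the 3 under 0.5 of the hepatocyte markers were above background (10 and 11 of 26), which argues against it for these 2. Hematopoietic replicate 1 had 22 of 26, with Alb at 9.21, Rbp4 at 12.58 and Fga at 11.94. For RNA from neighbouring hepatocytes there the values go both ways, so it stays open. The mean of the 23 other markers expected above background at the share of Alb was 5.21, against 5.05 expected (median difference 0.02). Of these, 11 lay lower than expected by 1 or more. Of 4 Xist probes 1 lay at 10.19, the highest of any array, although the paper's donors were male, and the others between 0.79 and 2.61. The abundant markers argue against such RNA. At the share of the hepatocyte level that Alb has (-5.41 on the log2 scale), 4 of 11 abundant markers (Fgb, Fgg, Pck1 and Apoa1) lay further below the level needed of the lowest hepatocyte array, by up to -3.66, than any did in a hepatocyte array set against the 2 others (-2.31; over all markers -7.22, which decides nothing). Transcripts that hematopoietic cells make, uneven amplification, or a broader signal of the whole array, of which 59.3% of the probes were above background, were not tested and stay open.

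Of the remaining lists, against both groups together, Kupffer cell markers had a median of 0.24 (camera, adjusted p = 0.867), endothelial markers 0.20 (0.966), stellate cell markers -0.08 with a mean of 0.05 (0.991), sex-linked genes 0.03 (0.991) and the 20 regulators that the paper discusses -0.08 (0.70, median 0.21 with scaling to the 75th percentile). Stellate markers share Des with the synaptic genes.

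Among the pluripotency factors that the paper discusses, Myc (difference 0.42 from both groups together, limma, adjusted p = 0.839) and Pou5f1 (1.18, 0.444) were well above background on all arrays, Klf4 on 1 and Sox2 on 0 of 11. Eed was lower in BMDH than in hepatocytes by -2.11 (adjusted p = 0.0266) and differed by -0.06 from hematopoietic cells.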
